# Amphiregulin normalizes altered circuit connectivity for social dominance of the CRTC3 knockout mouse

**DOI:** 10.1038/s41380-023-02258-x

**Published:** 2023-09-20

**Authors:** Ji-Seon Park, Hwon Heo, Min-Seok Kim, Seung-Eun Lee, Sukyoung Park, Ki-Hyun Kim, Young-Ho Kang, Je Seong Kim, Young Hoon Sung, Woo Hyun Shim, Dong-Hou Kim, Youngsup Song, Seung-Yong Yoon

**Keywords:** Neuroscience, Depression

## Abstract

Social hierarchy has a profound impact on social behavior, reward processing, and mental health. Moreover, lower social rank can lead to chronic stress and often more serious problems such as bullying victims of abuse, suicide, or attack to society. However, its underlying mechanisms, particularly their association with glial factors, are largely unknown. In this study, we report that astrocyte-derived amphiregulin plays a critical role in the determination of hierarchical ranks. We found that astrocytes-secreted amphiregulin is directly regulated by cAMP response element-binding (CREB)-regulated transcription coactivator 3 (CRTC3) and CREB. Mice with systemic and astrocyte-specific CRTC3 deficiency exhibited a lower social rank with reduced functional connectivity between the prefrontal cortex, a major social hierarchy center, and the parietal cortex. However, this effect was reversed by astrocyte-specific induction of amphiregulin expression, and the epidermal growth factor domain was critical for this action of amphiregulin. These results provide evidence of the involvement of novel glial factors in the regulation of social dominance and may shed light on the clinical application of amphiregulin in the treatment of various psychiatric disorders.

## Introduction

Cyclic AMP (cAMP) signaling regulates various cellular and physiological processes. In the brain, it is involved in cognition, memory formation, addiction, anxiety, and depression in part through the regulation of phosphorylation-dependent modulation of cAMP-responsive element-binding protein (CREB)-mediated transcriptional activity [1]. Recently, CREB-regulated transcriptional co-activators (CRTCs) were identified as cAMP signaling sensors and mediators of the metabolic state and hormonal signaling; furthermore, it has been shown that the recruitment of CRTCs to the CREB transcription complex was essential for the full activation of cAMP/CREB-mediated transcription [2]. In humans, members of the CRTC family include CRTC1, CRTC2, and CRTC3. CRTC1 is primarily confined in the brain to regulate long-term memory formation, circadian rhythm, and appetite [3–5], while CRTC2 is primarily found in the liver, where it mediates glucagon effects on hepatic glucose production [6, 7]. CRTC3 in adipose tissue attenuates catecholamine-induced lipid mobilization, and cutaneous CRTC3 promotes ultraviolet radiation (UVR)-induced melanogenesis [8, 9].

While many studies have focused on CRTC1 related to neuroplasticity, very limited information is available regarding the biological role of CRTC3 in the brain although CRTC3 is known to be expressed in the brain [10]. CRTC3 is essential for the regulation of CREB-mediated transcription of the corticotropin-releasing factor after a stress stimulus [11]. CRTC3 was recently reported to be related to treatment-resistant depression in genome-wide association study [12] and also as a genetic variant associated with autism spectrum disorders and schizophrenia [9, 13]. A meta-analysis revealed that CRTC3 is significantly associated with chronic postoperative pain implying disorders in the nervous processing of pain [14]. Although CRTC3 was reported to be associated with psychiatric conditions, few studies have studied the intrinsic role of CRTC3 in the brain.

Social dominance trait in individuals is an important factor in establishing social relations, hierarchy, and stability among individuals in society, and even among nations. Although there is growing evidence that various brain areas and networks, including the hippocampus, amygdala, striatum, thalamus, and prefrontal cortex, are associated with social dominance, to date almost no intrinsic neural factors regulating social dominance have been identified [15, 16]. Herein, by addressing the behavioral phenotypes of CRTC3 knockout mice, we found amphiregulin, a transcriptional target of CRTC3, as a novel social hierarchy factor, increasing functional connectivity between the prefrontal and parietal cortex.

## Materials and methods

Detailed materials and methods are described in supplementary information.

### Animals

CRTC3 KO mice, described previously [8], were backcrossed at least 12 times to ensure uniform C57BL6/J genetic background. To compare wild-type (WT) and CRTC3 KO mice, two or three pairs of siblings were separated from their litter and housed together in one cage from birth. Each mouse in the sibling group was randomly selected. Mice with the CRTC3-floxed allele were generated by rederiving the cryopreserved mouse sperm carrying the CRTC3-floxed allele, acquired from the KOMP repository (University of California, Davis, CA, USA). Chimeric mice carrying the CRTC3-floxed allele (CRTC3-fl/+) were crossed with flippase-expressing transgenic mice to remove the neomycin cassette followed by backcrossing with C57BL6/J mice to select mice carrying CRTC3-floxed allele but without flippase. In this experiment, CRTC3-floxed mice, backcrossed to C57BL6/J mice for at least 8 generations, were used. For experiments using C57BL/6 mice, 12-week-old male mice were purchased from Koatech Technology Corporation (Seoul, South Korea). Three pairs of siblings were housed together in one cage from birth. For the resident-intruder test, BALB/c mice were also obtained from Koatech Technology Corporation. Each sibling group of mice was housed in a separate cage and maintained at a constant ambient temperature (22 ± 1 °C) with a 12:12 h light-dark cycle and free access to water and food. For Sprague Dawley rat experiments, 6–7-week-old male rats were purchased from Orientbio (Gyonggi, South Korea). All procedures were approved by the Institutional Animal Care and Use Committee of the Asan Institute for Life Sciences in Seoul, South Korea.

### Osmotic pump implantation

AREG, AREG-EGF, AREG-HB, and mouse EGF proteins were dissolved in phosphate-buffered saline (PBS). Micro-osmotic pumps (flow rate, 0.11 μL/h for 25 d; Alzet model 1004, Charles River, France) were filled with dissolved proteins. The cannula (Alzet brain infusion kit 3) was connected to an Alzet micro-osmotic pump via 4 mm-long vinyl tubing (inner diameter 0.69 mm) filled with dissolved proteins. The brain infusion pumps were placed in a conical tube filled with (PBS) and primed for 48 h at 37 °C before subcutaneous implantation.

Mice were anesthetized with isoflurane (induction: 5%, mask: 2%) and then implanted with a cannula into the right lateral ventricle (anteroposterior: -0.3 mm from bregma, lateral: 1 mm from bregma) using a stereotaxic apparatus. Osmotic pumps were implanted in the back of the mice. At the end of the surgery, mice were administered ketoprofen (8 mg/kg) subcutaneously as post-surgical anti-pain medication. Ketoprofen injections were repeated once the next day. To allow mice recovery, they were not assessed in the tube dominance test for 7 days.

For functional magnetic resonance imaging (fMRI) analysis in rat, micro-osmotic pumps (flow rate of 0.25 μL/h for 28 d, Alzet model 2004) were filled with AREG-EGF and PBS. The stainless-steel cannula was replaced with a 28-gauge polyetheretherketone cannula. Rats (5–6-week-old) were implanted with a cannula into the lateral ventricle (anteroposterior: −1.2 mm from bregma, lateral: −2 mm from bregma, dorsoventricular: 5 mm from the skull using a stereotaxic apparatus. At 21 d after infusion surgery, fMRI analysis was performed, and rats were euthanized the next day.

### Adeno-associated viruses (AAVs) and stereotaxic surgery

Cre-dependent AAV5 and GFAP-AREG-HA-expressed AAV5 viral vectors were cloned and packaged by VectorBuilder (Chicago, IL, USA). Mice at the age of 3–4 months were anesthetized with a zoletil/rompun mixture (4:1) (zoletil 40 mg/kg and rompun 10 mg/kg) and prepared for stereotaxic surgery. For AAV5-GFAP-Cre experiments, a 10 μL Gastight Syringe (Hamilton, 1701RN) was used to inject AAV5s into the brain right ventricle (1 × 10^10^ GC/ mouse, in a total volume of 4 µl, AP: −0.3, ML: −1.0, DV: −3.0 mm). AAV5-GFAP-AREG-HA and control virus solution (1 × 10^11^ GC/mouse in a total volume of 3 µL) were injected into the right ventricle (AP: −0.3, ML: −1.0, DV: −3.0 mm). Viruses were injected at a rate of 0.4 µl/min and the syringe was left in place for an additional 5 min for complete viral vector diffusion. The needle was then slowly removed from the brain for 5 min. For recovery from anesthesia, mice were placed with warm pads to maintain the body temperature. After 1.5–2 weeks, the behavioral tests were performed and all experiments were conducted within 2 months after virus administration. Mice were monitored for general health for 72 h post-surgery.

### Magnetic resonance imaging (MRI) data acquisition

MRI was performed using a 7.0 T Bruker PharmaScan 70/16 MRI system (Bruker BioSpin, Ettlingen, Germany) with ParaVision 6.0.1 software in a configuration involving a 72-mm transmit volume coil and a brain surface receiver coil. For the mouse MRI data acquisition, mice were initially anesthetized with isoflurane (5% for induction and 2% during set-up) in a 20 % O2/80 % air mixture and a bolus of 0.05 mg/kg medetomidine was injected subcutaneously (s.c.). After the mice were secured in a prone position in a Bruker mouse cradle, 0.5% isoflurane was given during the MRI acquisition. For the rat MRI data, rats were anesthetized using 50 mg/kg tiletamine plus zolazepam (Zoletil; Virbac, New South Wales, Australia) and 12.5 mg/kg xylazine (Rompun; Bielkorea, Seoul, South Korea). Respiration was monitored, and the temperature of the rats was maintained at 37.5 ± 0.5 °C using a circulating water bath system (CW-05G heated circulating water bath; MIDSCI, St. Louis, MO, USA). A single-shot gradient-echo echo-planar imaging sequence was used with the following parameters: repetition time (TR) = 1000 ms; echo time (TE) = 20.3 ms; matrix size = 64 × 64; field of view (FOV) = 20×20 mm^2^ (mouse), 25×25 mm^2^ (rat); slice number = 23; slice thickness = 0.6 mm (mouse), 1 mm (rat); slice gap = 0 mm; flip angle = 45°, 600 (mouse), 300 (rat) volumes per scan. Anatomical images were acquired with rapid imaging with a refocused echoes sequence with the following parameters: TR = 4000 ms (mouse), 5250 ms (rat); TE = 33 ms (mouse), 66 ms (rat); matrix size=256×256; FOV = 20×20 mm^2^ (mouse), 25×25 mm^2^ (rat); slice Number=23; slice thickness=0.6 mm (mouse), 1 mm (rat); slice gap=0 mm; and number of excitations (NEX) = 1 (mouse), 2 (rat).

### Resting-state (rs)fMRI data preprocessing

All data were processed using Analysis of Functional NeuroImages (version 19.2.23, National Institutes of Health, Bethesda, MD, USA (29-31) and in-house codes on Matlab (Mathworks, Natick, MA, USA). The preprocessing procedures followed those commonly used in human rsfMRI data but were adapted to optimize the performance of all animal rsfMRI data. The preprocessing pipeline included five steps. First, rsfMRI images were co-registered to animal brain echo-planar imaging template with an affine transformation (3dAllineate). Second, co-registered rsfMRI images were corrected for head motion, and six motion parameters were written to output ASCII format (3dvolreg). Third, motion-corrected rsfMRI images were obtained with the large transients and polynomial trends removed (3dDespike and 3dDetrend). Fourth, nuisance signals were extracted from detrended rsfMRI images using subject-adjusted cerebrospinal fluid (CSF) template mask sets (3dmaskave). Last, detrended rsfMRI images were obtained using bandpass filtering (0.01–0.1 Hz) and spatial smoothing (FWHM = 0.5 mm (mouse), 0.7 mm (rat)) with the nuisance regress out (3dTproject). For the nuisance signal estimate, the six motion parameters and CSF signals were estimated. The region of interest (ROI) of CSF used the CSF mask template from turone mouse brain template and atlas (TMBTA) mouse brain template (33516895) or the SIGMA rat brain template and was modified to include the inside ventricular regions alone. The original TMBTA or SIGMA CSF mask has regions outside the brain area used in this study. Some of the post-registered images were overlaid onto cortical areas outside the region of the original CSF mask. The removal of areas outside the CSF mask was performed using the ITK-SNAP program version 3.6 (16545965). A strict ventricular CSF mask was used in this study. The mean of the time-course signal of the strict CSF mask area was estimated from detrended rsfMRI images (3maskave).

### Resting-state functional connectivity analysis

To measure resting-state functional connectivity (rsFC) in the all animal brains, seed-based rsFC analysis was conducted. To evaluate rodent social dominance behavior-related rsFC, a total of 31 (mouse) 33 (rat) ROIs were assessed (Figs. S13 and S24). Detailed anatomical information of all seed ROIs can be found in Table S1. The averaged time-course signal from each ROI of defined anatomical animal brain regions was based on the TMBTA mouse brain atlas (33516895) for mouse and the SIGMA rat brain atlas for rat and in-house ROI masks whose regions defined were based on the Brain maps 4.0 (29277900). Pearson’s correlation coefficient was used to estimate the rsFC strength across the all animal brains and between ROIs. Subsequently, the correlation values were subjected to a Fisher r-to-z transformation to improve normality. Group-level rsFC maps were generated, which were corrected using family-wise error correction (false discovery rate [FDR] correction; *p* < 0.05). For rat fMRI study, a seed-based spatial FC map was generated with the seed of a 1 mm sphere in the posterior cingulate cortex (24b’ and 24a’). The group-level seed map was calculated using the mean for each of the seeded spatial FC maps (3dTcorr1D, 3dttest + +, and the FDR correction [*p* < 0.05]).

### Statistical analyses

Data were analyzed using Graph Pad Prism 5 software. Data from behavioral tests were analyzed with the Mann-Whitney test, unpaired t-test, and one-way analysis of variance (ANOVA) with post-hoc Bonferroni’s and Turkey’s multiple comparison tests. The Wilcoxon signed-rank test was used to compare pre- and post-drug infusion experiments. Bands from western blotting were analyzed using a t-test or Mann-Whitney test for a two-group comparison where appropriate. When variances were not equal as assessed by the Bartlett test, non-parametric statistics were conducted using the Kruskal–Wallis test followed by Dunn’s multiple comparison test. The D’Agostino & Pearson omnibus normality test was used to test data normality. Probabilities of < 5% (*p* < 0.05) were considered significant. All values are expressed as mean ± standard error of the mean (SEM).

For the rsFC and ChIP assay analyses, an unpaired Student’s t-test was used to compare the differences between the groups. Statistical comparisons were performed with Matlab. In all tests, statistical significance was set at *p* < 0.05. All group-level values are represented as mean ± standard error of the mean (SEM).

## Results

### Low social rank and decreased functional connectivity of prefrontal cortex in CRTC3-knockout mice

To explore the CRTC3 function in the brain, we conducted neurobehavioral tests and found that CRTC3-knockout (CRTC3 KO) mice exhibited significantly fewer wins than control WT mice in the dominance tube test (Fig. 1a, b, S video 1). CRTC3 KO mice initiated significantly fewer pushes and showed a shorter duration per push than control WT mice (Fig. 1c). While there was no difference in the number and mean duration of push-backs between CRTC3 KO and WT mice (Fig. 1d), when CRTC3 KO mice were pushed, although statistics did not reach significance, they tended to be less resistant (Fig. 1e) and retreated more often than WT mice (Fig. 1f). Furthermore, supporting the lower social hierarchical ranking of the CRTC3 KO mice in the dominance tube test, CRTC3 KO mice spent less time in the warm spots than control WT mice and ranked a lower hierarchy in the warm spot competition test (Fig. 1g). Moreover, CRTC3 KO mice won significantly less often against both familiar and unfamiliar aged-matched WT mice (Fig. 1h) as well as against weight-matched WT mice (Fig. 1i), indicating that the lower hierarchical ranking of the CRTC3 KO mice were due to a loss of the *CRTC3* gene. Regarding gender-specific issues, CRTC3 KO female mice also showed lower hierarchical ranking than WT mice, similar to male mice (Fig. S1). CRTC3 KO mice displayed fewer urine spot areas than WT mice (Fig S2), ensuring the lower social rank of CRTC3 KO mice. Arguing against nonspecific effects of CRTC3 on neurobehavioral changes, the brain development assessed using Nissl-stained brain sections of CRTC3 KO appeared to be comparable to that of WT mice (Fig. S3), and no significant differences were observed between CRTC3 KO and WT mice in memory formation (Fig. S4), mood (Fig. S5), strength (Fig. S6), and sensory ability (Fig. S7) tests. These results suggest that CRTC3 plays a specific role in determining the social hierarchical ranking in mice.

**Fig. 1:**
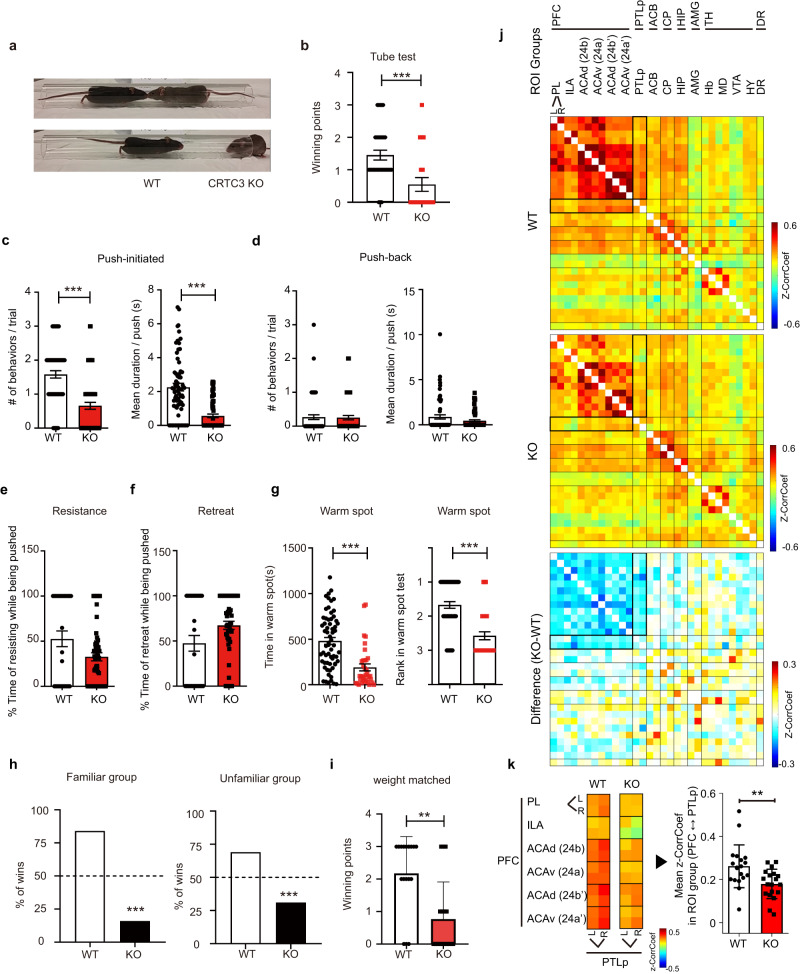
KO mice lacking astrocytic factor CRTC3 show lower social dominance. **a** Tube dominance test. **b** Number of winning points with WT and CRTC3 KO. WT (*n* = 33), KO (*n* = 20). **c**, **d** The number and mean duration of pushes initiated (**c**) and push-backs (**d**), WT (*n* = 67), KO (*n* = 67). Percentage of time that mice resisted while being pushed (**e**) or retreated while being pushed (**f**), WT (*n* = 31), KO (*n* = 58). **g** Time spent in the warm spot (left) and the rank (right) obtained in the warm spot test, WT (*n* = 64), KO (*n* = 36). **h** The percentage of wins in the tube dominance test in familiar groups (left) WT (*n* = 51), KO (*n* = 28) and in unfamiliar groups (right) WT (*n* = 12), KO (*n* = 11). **i** Winning points in the tube dominance test by WT and CRTC3 KO mice of equal weight, WT (*n* = 17), KO (*n* = 17). **j** The resting-state functional connectivity matrices of social dominance-related brain ROIs from WT (left) and CRTC3 KO (middle) mice are represented. The mean difference map is represented (right). **k** Compared with WT, CRTC3 KO mice show significantly decreased mean z-CorrCoef across all focused matrices between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex (PTLp). L: left and, R: right hemispheres. WT (*n* = 19), KO (*n* = 19), Mann-Whitney test, Chi-square, Unpaired t-test. **p < 0.01, ***p < 0.0001. Error bars, SEM.

To investigate whether lower social dominance ranks in CRTC3 KO mice were associated with alterations in functional brain networks, we performed fMRI to examine whether brain regions and functional connectivity were affected by CRTC3 deficiency. Analysis of the correlation coefficient (CorrCoef) of resting-state blood-oxygen-level-dependent (BOLD) signals of 33 ROIs related to social dominance behaviors revealed that CRTC3 KO mice exhibit decreased rsFC in the prefrontal cortex (PFC) and posterior parietal association areas (PTLp) regions (Fig. 1j). The mean PFC-PTLp CorrCoef was decreased by 80% in the CRTC3 KO group compared with that of WT (*p* = 0.0099, Fig. 1k).

### CRTC3 is mainly expressed in astrocytes

While it is well-known to be abundant in adipose tissues, CRTC3 expression in the brain remains unknown. Immunofluorescence staining of the mouse brain sections for CRTC3 indicated that this protein, rather than being restricted to specific brain regions, appeared to be broadly expressed in the central nervous system including the cortex, hippocampus, amygdala, basal nuclei, and brain stem (Fig. S8). CRTC3 KO mice showed no immunoreactivity, confirming the specificity of the antibody (Fig. S9). To identify the types of cells that mainly expressed CRTC3 in the brain, we cultured primary mouse neurons, astrocytes, and microglia cells and compared the relative amount of *CRTC3* mRNA among these cells. qRT-PCR analysis of *CRTC3* mRNA showed that astrocytes had the highest expression level of CRTC3 in comparison to neurons or microglia (Fig. 2a). Similar to observations in adipocytes, CRTC3 in astrocytes also existed in a phosphorylated form in the basal state and was dephosphorylated in response to cAMP stimulation (Fig. S10). Consistent with the abundant expression of CRTC3 in cultured primary astrocytes, CRTC3 immunoreactive cells in mouse brain sections were primarily co-localized with astrocytes (as shown using Glial fibrillary acidic protein (GFAP) and S100β markers for immunoreactive cells) but not with neurons (NeuN to indicate immunoreactive cells) and microglia (Iba1 to label immunoreactive cells) (Fig. 2b).

**Fig. 2:**
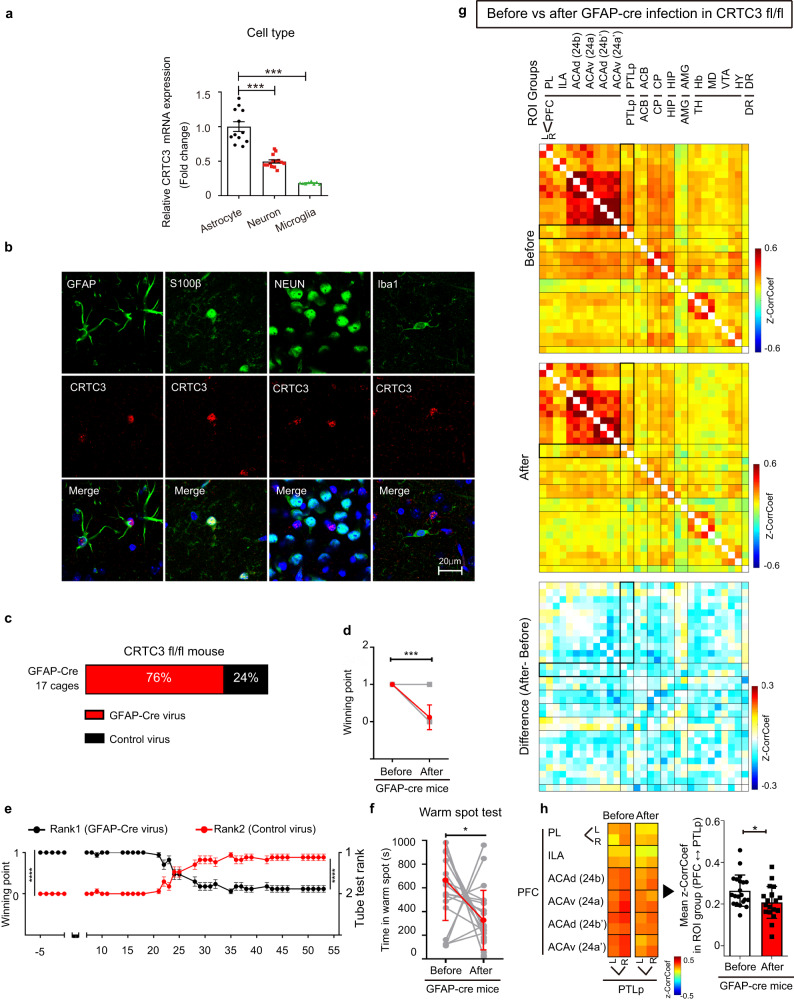
CRTC3 is mainly expressed in astrocytes. **a** Relative *CRTC3* mRNA expression in primary cell cultures. One-way ANOVA, astrocytes (*n* = 12), neurons (*n* = 14), microglia (*n* = 8). **b** Representative immunohistochemistry co-stained with antibody against CRTC3 (red) and various cell markers (green). **c** Percentage of cages with mice showing the change in the rank after administration of GFAP-Cre virus in CRTC3 fl/fl mice, 17 cages. **d** Changes in the winning points by each mouse (gray), and the average winning points (red) before and after GFAP-Cre virus infection in CRTC3 fl/fl mice, before (*n* = 17), after (*n* = 17). **e** Summary of changes in winning points after infusion, rank1 (*n* = 17), rank2 (*n* = 17). **f** Time spent in the warm spot (right) by each mouse (gray), and the average points (red) before and after GFAP-Cre infection virus in CRTC3 fl/fl mice, before (*n* = 20), after (*n* = 20). **g** The resting-state functional connectivity matrices of social dominance-related brain ROIs from control (left) and GFAP-Cre (middle) post-injection states are represented. The mean difference map is represented (right). **h** Compared with the pre-injection state, GFAP-Cre AAV5-infected CRTC3 fl/fl mice show significantly decreased mean z-CorrCoef across all focused matrices between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex (PTLp), before (*n* = 20), after (*n* = 21). ANOVA test (Tukey’s multiple test), Wilcoxon signed rank test, Kruskal-Wallis test, Unpaired t-test, *p < 0.05, ***p < 0.001, **p < 0.0001.

### Low social rank and decreased functional connectivity of PFC in astrocyte-specific CRTC3 KO mice

To test whether CRTC3-deficiency in astrocytes is responsible for the behavioral phenotype observed in CRTC3 KO mice, we knocked out CRTC3 specifically in astrocytes by administering AAV5 expressing Cre recombinase under the regulation of GFAP promoter in the ventricles of CRTC3-fl/fl mice (Figs. S11 and S12). Similar to systemic CRTC3 KO mice, astrocyte-specific CRTC3-knockout (CRTC3fl/fl-GFAP-Cre) mice exhibited significantly fewer wins than control WT mice in the dominance tube test (Fig. 2c–e, S video 2). Furthermore, supporting the lower social hierarchical ranking of the GFAP-Cre mice in the dominance tube test, GFAP-Cre mice spent less time in the warm spots than control WT mice and ranked a lower hierarchy in the warm spot competition test (Fig. 2f). These results confirm that astrocytic CRTC3 plays a specific role in determining the social hierarchical ranking in mice. To investigate whether brain networks are regulated by CRTC3 in astrocytes, fMRI was performed in astrocyte-specific CRTC3 KO (CRTC3fl/fl-GFAP-Cre) mice (Fig. S13). The CorrCoef of resting-state BOLD signal analysis confirms that GFAP-Cre virus injection-mediated astrocyte CRTC3 downregulation decreased rsFC in the PFC and PTLp regions (Fig. 2g), whereas it was not changed after control virus injection (Fig S14). The mean PFC-PTLp CorrCoef was decreased by 70% in the GFAP-Cre group compared with the WT group (*p* < 0.05, Fig. 2h). The PFC-PTLp CorrCoef was also analyzed to be decreased in GFAP-Cre transduction compared to control transduction (Fig. S15).

### AREG is a transcriptional target gene of CRTC3

After confirming the effects of astrocyte CRTC3 on social dominance and functional brain connectivity, we hypothesized that the loss of astrocyte CRTC3 affects neurons and causes behavioral changes in CRTC3 KO mice. To identify astrocyte-derived factors that were regulated by CRTC3 and responsible for altering social dominance behaviors and functional neural networks, primary astrocyte cultures of WT and CRTC3 KO mice were treated with vehicle or FSK, and the genome-wide transcriptome profile was analyzed. 

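Primary astrocytes from the cortex of newborn WT and CRTC3 KO mice were given vehicle (0.1% DMSO, named 0 h in Fig. 3a) or were treated for 2 h with 25 µM FSK, which activates adenylyl cyclase and so raises cAMP. The RNA of each of these 4 conditions was hybridized to 1 Affymetrix GeneChip mouse 2.0 ST array, so the differences between conditions have no replicate check and no p-value is given. The values are gene-level signals on the log2 scale, which the authors normalized by RMA in Affymetrix Expression Console. The median over the 41345 probe sets lay between 5.48 and 5.50 on the 4 arrays. Of these probe sets, 23521 name 1 gene, and each of the 22180 genes is represented by its probe set with the highest mean signal. An FSK response is the log2 signal with FSK minus the log2 signal with vehicle in the same genotype. Whether the vehicle was also applied for 2 h is not stated, so a response may include effects of time and handling.

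*Crtc3*, the deleted gene, had a log2 signal of 7.75 with vehicle and 8.14 with FSK in WT astrocytes. In CRTC3 KO astrocytes it was 4.92 with vehicle and 5.49 with FSK, below the median of 5.81 over all gene probe sets. The difference between KO and WT was -2.83 with vehicle and -2.65 with FSK. *Gfap*, which encodes the intermediate filament of astrocytes, had a log2 signal of 11.01 in WT and 11.41 in CRTC3 KO with vehicle. Of 18 astrocyte markers, 16 were higher in CRTC3 KO than in WT with vehicle, and their median difference of 0.36 lay above all 10000 random lists matched on mean expression. Of 12 fibroblast and mural cell markers, 9 were lower in CRTC3 KO and 5 of these at least 2-fold, with a median of -0.67, below all random lists. Over the 9 of the 12 markers that reached the median signal of gene probe sets on any array, it was -1.15. Among these, the collagen genes *Col1a1*, *Col1a2* and *Col3a1* differed by -1.66, -2.26 and -2.11. The median difference was 0.14 for 17 microglia and macrophage markers (percentile 97.7), -0.05 for 14 neuron markers, -0.07 for 12 oligodendrocyte and precursor markers, -0.11 for 10 endothelial markers and 0.10 for 8 ependymal markers. Over the 6 oligodendrocyte and precursor markers that reached the median signal, it was -0.26. *Xist*, the transcript of the inactive X chromosome, differed by -4.73 between CRTC3 KO and WT with vehicle, while the Y-linked genes *Kdm5d*, *Uty* and *Eif2s3y* were expressed in both genotypes. Of 10 housekeeping genes, 7 were lower with FSK than with vehicle in each genotype, with a median response of -0.11 in WT and -0.01 in CRTC3 KO.

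**Figure D1:**
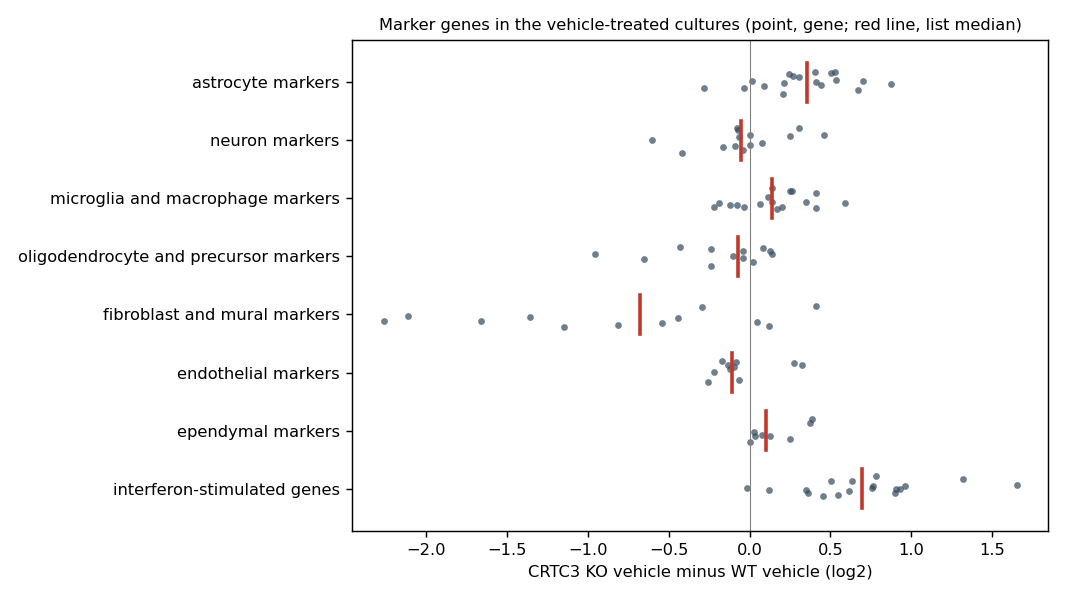
Difference in log2 signal between CRTC3 KO and WT astrocyte cultures treated with vehicle (x axis) for the genes of 7 cell type marker lists and of a list of interferon-stimulated genes. Each point is a gene and each red line the median of a list. The fibroblast and mural cell markers reach furthest to the left, with a median of -0.67, and the astrocyte markers lie mostly to the right of 0, with a median of 0.36.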

We speculated that genes with high cAMP responsiveness in WT cells but lower or missing responsiveness in CRTC3 KO cells were transcriptional targets of CRTC3. 

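In WT astrocytes, 27 genes were at least 2-fold higher after 2 h of FSK than with vehicle and 13 were at least 2-fold lower. In CRTC3 KO astrocytes, 6 genes were at least 2-fold higher and 11 at least 2-fold lower. Many of these genes were dim: 11 of the 27 and 9 of the 13 in WT stayed below the median signal on every array. In CRTC3 KO, 4 of the 6 and 5 of the 11 did. With values below the median signal raised to it, 12 genes were higher and 3 lower in WT, and 1 and 1 in CRTC3 KO. Of the 27 genes higher in WT, 23 had a fold-change under 1.5 in CRTC3 KO astrocytes. They include *Procr*, which encodes the endothelial protein C receptor, the cytokine gene *Il6*, the enkephalin precursor gene *Penk* and the vitamin D receptor gene *Vdr*. The same selection with the genotypes exchanged gave 4 genes, *Olfr331*, *Gm13275*, *Mir29b-1* and *Gm10272*. The other 4 of the 27 genes, *Il1b*, *Thbd*, *Cytip* and *Has1*, had a fold-change of at least 1.5 in CRTC3 KO as well, and only *Il1b* passed 2-fold in both genotypes.

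The 23 genes fall into brighter and dimmer ones. On at least 1 array, 12 of them reached the median signal of all gene probe sets, and none of the 4 genes from the exchanged selection did. This split depends in part on the response itself, as 6 of the 12 reached the median only on the WT FSK array. The 12 brighter genes were mostly lower in CRTC3 KO than in WT already with vehicle (11 of 12, median difference -0.28), the exception being the olfactory receptor gene *Olfr584*. The other 11 stayed below the median on every array, and all 11 were higher in CRTC3 KO than in WT with vehicle (median difference 0.56). Selection by the WT response favours low values on the WT vehicle array, which this difference uses as well. All 4 genes of the exchanged selection were lower in CRTC3 KO with vehicle. Known cAMP-CREB target genes were, as a group, higher with FSK in both genotypes. Of 40 such genes, listed before the data were examined, 32 were higher with FSK in WT and 29 in CRTC3 KO, and none of the 40 reached 2-fold. The list holds 0 of the genes labelled in Fig. 3a, so it leaves out *Penk*, *Il6* and *Tac1*, which passed 2-fold in WT. The median response of the 40 genes was 0.23 in WT and 0.17 in CRTC3 KO, each above all 10000 random lists matched on mean expression. The median of their differences between the genotypes was 0.10 (percentile 99.9). The transcription factor gene *Klf4* had a response of 0.83 in WT and 0.30 in CRTC3 KO and *Nfil3* of 0.74 and 0.28, whereas the responses of the CRTC kinase gene *Sik1* were 0.51 and 0.55 and those of the nuclear receptor gene *Nr4a2* 0.63 and 0.52. Over 17 genes of the CRTC and CREB families and their regulators, the median response was 0.03 in WT and 0.06 in CRTC3 KO. Across all genes, which are not independent replicates, the 2 responses were nearly uncorrelated (Pearson's r = 0.0275, Spearman's rho = -0.0004), and r was 0.138 over the genes that reached the median signal.

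**Figure D2:**
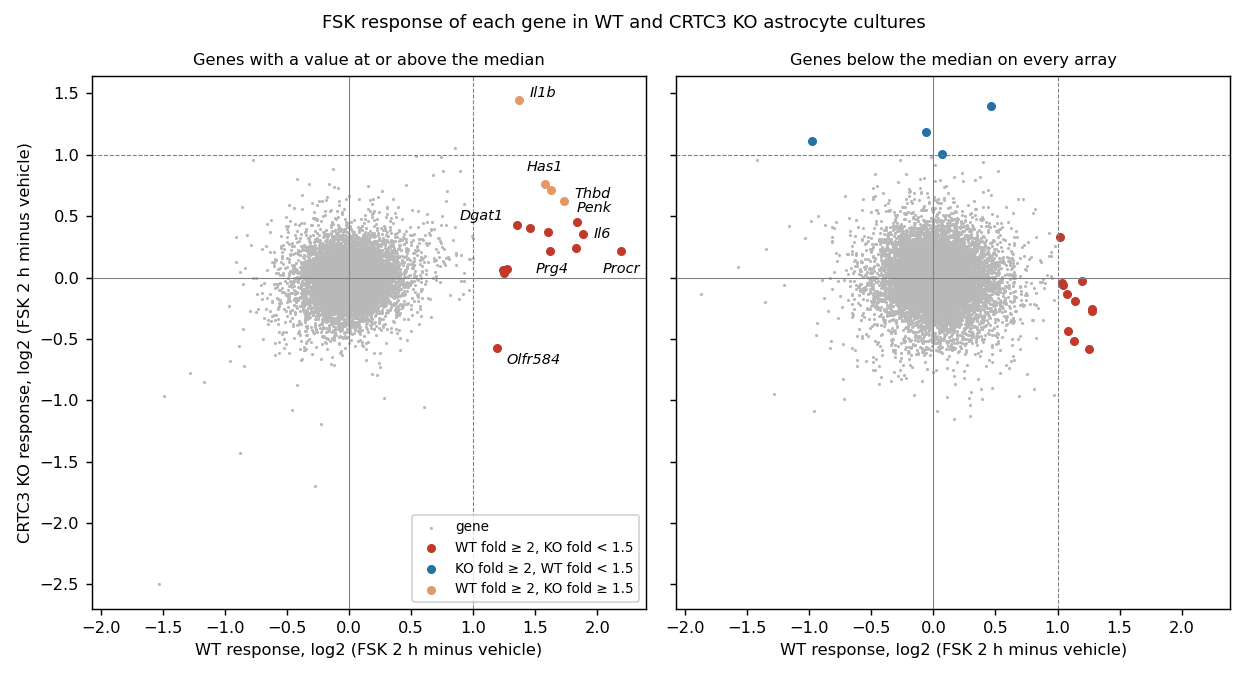
FSK response of each gene in WT (x axis) and CRTC3 KO (y axis) astrocyte cultures, as log2 signal with FSK minus log2 signal with vehicle. The left panel shows genes that reached the median signal of gene probe sets on at least 1 array and the right panel all others; red points mark genes at least 2-fold higher in WT and under 1.5-fold in CRTC3 KO, blue points the reverse, orange points genes at least 2-fold higher in WT and at least 1.5-fold in CRTC3 KO, and dashed lines 2-fold. The left panel holds 12 red and 0 blue points, with 6 of the 12 genes placed there by their WT FSK array alone, while the right panel holds 11 red and 4 blue points.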

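Among inflammatory genes, 17 of 31 cytokines and chemokines were higher with FSK in WT, 3 of them at least 2-fold, and 14 were lower, none of them 2-fold. *Cxcl1*, which encodes a neutrophil chemokine, had a log2 response of 1.27 in WT and 0.07 in CRTC3 KO astrocytes, and *Il1b* had responses of 1.37 and 1.45. *Ccl3* and *Tnf*, which encode a chemokine and a cytokine of myeloid cells, went the other way, with responses of -0.88 and -0.85 in WT and of -1.43 and -0.42 in CRTC3 KO. Over the 31 genes, 3 of which are labelled in Fig. 3a, the median response was 0.02 in WT (percentile 75.3 among random lists matched on mean expression) and 0.05 in CRTC3 KO (percentile 95.6); without the 3 labelled genes it was -0.00 and 0.01 (percentile 73.1). The median over 15 NF-kB feedback genes was -0.01 in WT and 0.06 in CRTC3 KO (percentile 97.0).

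Among 27 regulators of G protein signaling, *Gprc5a*, an orphan receptor gene, and *Rasd1*, which encodes a Ras-like G protein, had responses of 1.60 and 1.46 in WT and of 0.37 and 0.40 in CRTC3 KO. *Rgs1* and *Rgs16*, which encode proteins that shorten G protein signals, responded in the same direction in both genotypes, with 0.90 and -0.96 in WT and 0.87 and -0.68 in CRTC3 KO. The median over these regulators was -0.03 in WT and 0.03 in CRTC3 KO. The 21 neuropeptide and peptide hormone genes had a median response of 0.23 in WT, above all random lists, against 0.02 in CRTC3 KO. Only 11 of the 21 reached the median signal of gene probe sets on any array: their median in WT was 0.32, whereas with values below the median signal raised to it the median over all 21 was 0. Without *Penk* and *Tac1*, both labelled in Fig. 3a, it was 0.20 (percentile 99.98) and 0.01.

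For homeostasis, whose genes the paper's text does not name, 3 lists were examined. The lists used for this and the other pathways are not the paper's own and do not check its pathway statement. Of 15 genes of haemostasis and fibrinolysis, 10 were higher with FSK in WT and 5 in CRTC3 KO, with medians of 0.08 (percentile 97.3) and -0.04. Without *Procr* and *Thbd*, both labelled in Fig. 3a, the medians were 0.04 (percentile 86.6) and -0.06. *Plau*, the gene of urokinase, had a response of 0.28 in WT and -0.98 in CRTC3 KO. Of 23 genes of astrocyte metabolism and glycogen, 18 were higher with FSK in WT and 16 in CRTC3 KO, with medians of 0.09 (percentile 99.6) and 0.13 (percentile 99.99). The triglyceride synthesis gene *Dgat1*, labelled in Fig. 3a, had a response of 1.35 in WT and 0.43 in CRTC3 KO. Without *Dgat1*, the medians were 0.08 (percentile 99.45) and 0.12 (percentile 99.98). The median over 25 genes of extracellular matrix and hyaluronan was 0.09 in WT (percentile 99.9) and -0.00 in CRTC3 KO. Without *Has1* and *Prg4*, both labelled in Fig. 3a, it was 0.08 (percentile 99.53) and -0.01. The protease genes *Adamts4* and *Adamts9* had responses of 0.91 and 0.86 in WT and of -0.13 and 0.20 in CRTC3 KO. The matrix and haemostasis genes were also lower in CRTC3 KO than in WT with vehicle, with medians of -0.14 (percentile 0.25) and -0.20 (percentile 0.12), and so were the fibroblast markers; with low values raised in the same way the matrix median was 0, and over the matrix genes that reached the median signal it was -0.29. Of 27 genes of glial proliferation and growth factors, 20 were lower with FSK in CRTC3 KO (median -0.11, below all random lists), against 17 in WT (median -0.03, percentile 28.1). Gene by gene, however, the WT response minus the CRTC3 KO response had a median of only 0.01 (percentile 69.35). It was above 0 for 14 genes and below 0 for 13. *Pdgfb*, the gene of a platelet-derived growth factor chain, had responses of -0.88 in WT and -0.55 in CRTC3 KO.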

Heatmaps, analyzed by this standard, revealed genes involved in multiple signaling pathways, including the Gprotein-coupled receptor signaling pathway, inflammation, homeostasis, and glial proliferation, as potential targets for CRTC3 in astrocytes (Fig. 3a). 

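Ranked by the fold-change after FSK in WT astrocytes, the 10 leading genes of all 22180 were *Procr*, *Il6*, *Penk*, *Vdr*, *Thbd*, *Cytip*, *Prg4*, *Gprc5a*, *Has1* and *Rasd1*. All 10 are labelled in Fig. 3a and all had a smaller fold-change in CRTC3 KO astrocytes. Picking the largest responses in WT favours smaller ones in CRTC3 KO, and Fig. 3a shows the same arrays, so neither is independent evidence. Likewise, the genes at least 2-fold higher with FSK in CRTC3 KO all had a smaller fold-change in WT. *Procr* was 4.57-fold higher with FSK in WT and 1.16-fold higher in CRTC3 KO, and *Thbd*, the gene of thrombomodulin, which acts with the protein C receptor at the cell surface, was 3.32-fold and 1.54-fold higher. Among genes whose products are secreted, the interleukin gene *Il6* was 3.69-fold higher in WT and 1.28-fold higher in CRTC3 KO. *Penk*, whose product is cleaved to enkephalins, was 3.57-fold and 1.37-fold higher. *Prg4*, which encodes the lubricating proteoglycan lubricin, was 3.07-fold and 1.16-fold higher. *Vdr*, which encodes a nuclear receptor, was 3.56-fold higher in WT and 1.18-fold higher in CRTC3 KO, and *Cytip*, the gene of a scaffold protein of cytohesins, 3.09-fold and 1.64-fold. *Tac1*, the substance P precursor gene, was 2.36-fold higher in WT and 1.04-fold higher in CRTC3 KO. *Il1b* ranked 11 in WT and 1 in CRTC3 KO. *Areg* is not analysed here, so the ranks leave it out.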

*AREG* was one of the highest-ranked genes and was an autocrine or paracrine factor that is secreted extracellularly and may affect neurons and their networks. AREG is a member of the EGF family that is synthesized as a type I transmembrane glycoprotein [17, 18]. Upon release through proteolytic cleavage by tumor-necrosis factor-alpha converting enzyme or a disintegrin and metalloproteinase 17 (ADAM17), AREG modulates cell proliferation, mammary ductal morphogenesis, inflammation, and neural cell division [19–21]. Similar to the CRTC3 expression pattern, AREG also appears to be highly enriched in astrocytes in comparison with neurons and microglia (Fig. 3b, S16–17) and consistent with the transcriptome analysis, the mRNA level of *AREG* was lower in astrocytes of CRTC3 KO than in WT mice (Fig. 3c). We then evaluated whether the *AREG* gene was a direct target of cAMP and CRTC3 in astrocytes. In parallel with the burst-attenuation kinetics of CRTC3/CREB target gene expression, *AREG* mRNA levels in WT primary astrocytes peaked within 1–2 h after cAMP stimulation and gradually decreased, whereas that kinetics of *AREG* mRNA expression was blunted in CRTC3 KO astrocytes (Fig. 3d). In line with the presence of a conserved cAMP response element (CRE) site at -61 and a TATA box at -31 of the *AREG* gene, FSK exposure resulted in upregulated AREG promoter activity, which was further enhanced by CRTC3 overexpression, whereas CRE mutant AREG promoter activity was not stimulated by FSK and CRTC3 overexpression (Fig. 3e). Moreover, recruitment of CRTC3 to the AREG promoter around the consensus CRE site was further increased in astrocytes exposed to cAMP as observed using ChIP analysis (Fig. 3f, Fig. S18). These results demonstrate that AREG is primarily produced in astrocytes, and its expression is directly regulated by CRTC3.

**Fig. 3:**
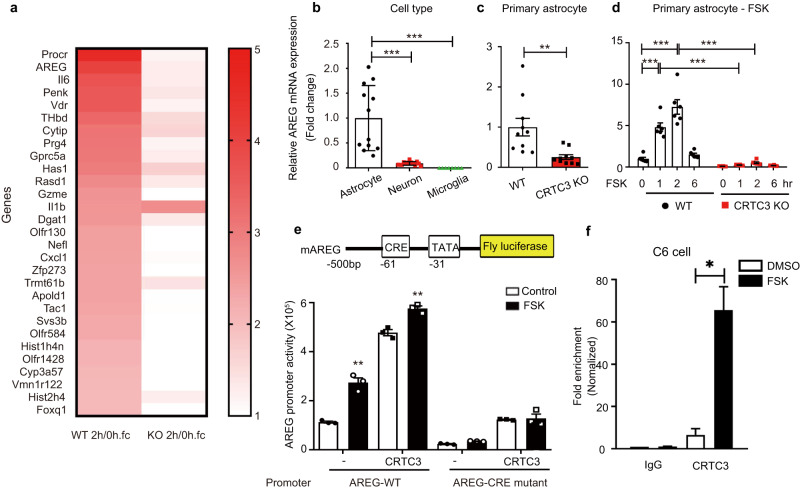
Amphiregulin is a CREB target gene regulated directly by CRTC3. **a** Heat map showing fold-change values in gene expression after 2 h of treatment with forskolin (FSK) in astrocytes. **b** Relative *AREG* mRNA expression in primary cell cultures. astrocytes (*n* = 12), neurons (*n* = 14), microglia (*n* = 8). **c** Relative amphiregulin (AREG) mRNA expression in astrocytes from WT and CRTC3 KO mice, WT (*n* = 10), KO (*n* = 10). **d** Relative AREG mRNA expression in astrocytes after FSK treatment, WT (*n* = 6), KO (*n* = 6). **e** A schematic diagram (top). A luciferase assay of AREG promoter activity (bottom), All samples (*n* = 6). **f** Chromatin immunoprecipitation (ChiP) assay showing occupancy of CRTC3 over the AREG promoter in astrocytes exposed to FSK as indicated, One-way ANOVA, Unpaired t-test, Two-way ANOVA (Tukey’s multiple test), *p < 0.05, **p < 0.01, ***p < 0.001 Error bars, SEM.

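Of the 29 genes labelled in the heat map of Fig. 3a, 25 are analysed here. After FSK, 24 of the 25 were at least 2-fold higher in WT astrocytes, and 23 of the 25 had a lower response in CRTC3 KO than in WT, the exceptions being *Il1b* and *Foxq1*. The study chose these genes on the same 4 arrays, so the counts are no independent evidence of the direction. The 2-fold limit was itself set after seeing that the lightest WT cell of Fig. 3a is near 2-fold. On the arrays of FSK-treated cultures, the signal in CRTC3 KO was 0.227 times that in WT for *Procr*, 0.273 times for *Il6*, 0.259 times for *Penk* and 0.263 times for *Vdr*. *Il1b* was 2.25 times as high in CRTC3 KO as in WT on these arrays, and it was higher in CRTC3 KO with vehicle as well, by 1.09 on the log2 scale. The hyaluronan synthase gene *Has1* was lower in CRTC3 KO by a log2 difference of -0.91 with vehicle and -1.72 with FSK.

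Of the 25 genes, 16 reached the median signal of gene probe sets on at least 1 array and 9 did not. The 9 dimmer genes are *Olfr130*, *Nefl*, *Zfp273*, *Svs3b*, *Olfr1428*, *Cyp3a57*, *Vmn1r122*, *H4c14* (labelled Hist2h4) and *Foxq1*, which include receptor genes of the olfactory and vomeronasal epithelia. *Olfr130* had log2 signals of 3.58 and 4.86 in WT and 3.95 and 3.68 in CRTC3 KO, with vehicle and FSK. Of the 16 brighter genes, 14 were lower in CRTC3 KO than in WT with vehicle, and of the 9 dimmer genes, 8 were higher. For the dimmer genes, a choice by the WT response favours such a difference, as it picks low values on the WT vehicle array. *Foxq1*, which encodes a forkhead transcription factor, has 2 probe sets: the one with the higher mean signal gave a fold-change of 0.836 in WT and 0.933 in CRTC3 KO, and the other 2.03 and 0.923. From the high responses to cAMP in WT cells and the lower or missing ones in CRTC3 KO cells, the paper proposes that genes of the heat map are potential targets of CRTC3, and it describes AREG as a highly ranked gene among them whose product is secreted.

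**Figure D3:**
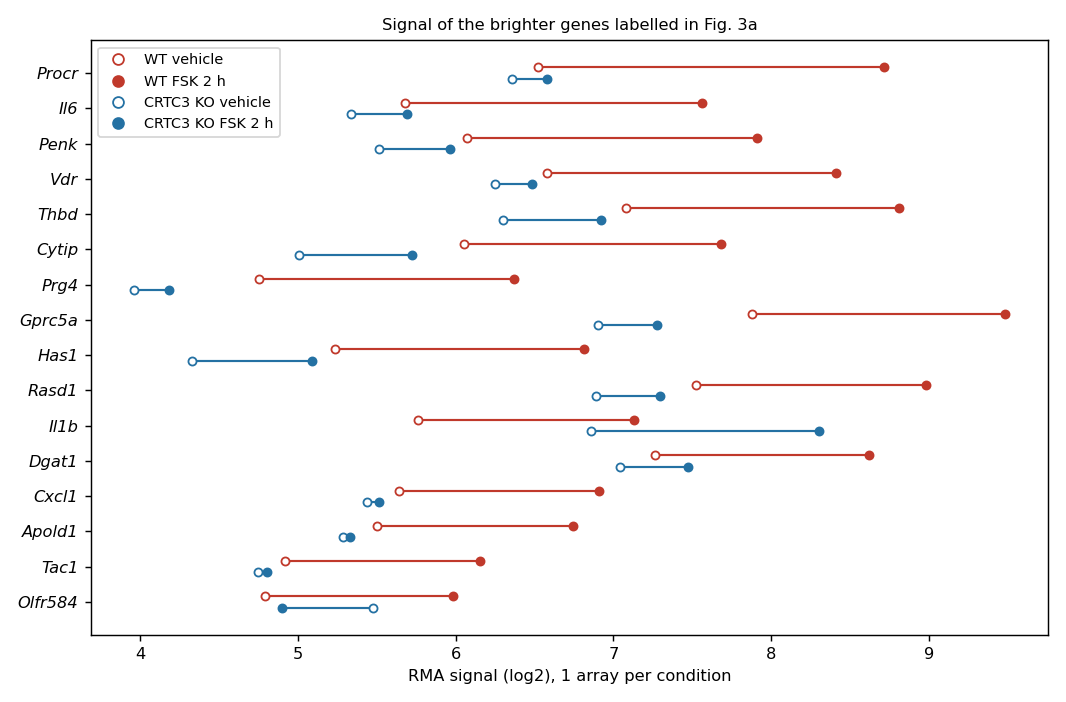
Log2 RMA signal (x axis) of the 16 brighter genes labelled in Fig. 3a (y axis), with 1 array per condition. Open circles show vehicle and filled circles FSK for 2 h, in red for WT and blue for CRTC3 KO, and a line joins the arrays of a genotype. The red lines are longer than the blue ones except for Il1b, and the blue line of Olfr584 runs from vehicle down to FSK.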

### AREG is a determining factor for astrocyte CRTC3-regulated social ranking

To determine whether the low social hierarchical ranking of CRTC3 KO mice was due to downregulation of AREG, we inserted an osmotic pump into the right lateral ventricle of the mouse brain, and vehicle and amphiregulin were introduced into control WT and CRTC3 KO mice, respectively. Consistent with our previous observations in the dominance tube test, the initial hierarchical ranking of CRTC3 KO mice was lower than that of the control WT mice and this was significantly increased by amphiregulin infusion (Fig. 4a). CRTC3 KO mice infused with amphiregulin exhibited an increased number of push-initiation, push duration, and positive modulation of resistance behavior (Fig. S19a); furthermore, overall, in 81% of the tested cages, the lower dominant trait due to CRTC3 deficiency was reversed by AREG treatment (Fig. 4a, S video 3). In line with this, the time spent in the warm spot and the ranking of CRTC3 KO mice in the warm spot test were also increased after AREG infusion (Fig. 4b). Regarding the specificity of the AREG effect, there was no change in the hierarchical ranking observed in the cages with vehicle-treated CRTC3 KO mice (Fig. S20). Having observed the amphiregulin effect on CRTC3 KO mice, we hypothesized that AREG could modulate social dominance behavior in WT mice. Therefore, we performed dominance tube tests in WT mice to determine hierarchical ranking among them; subsequently, the dominance tube tests were resumed after administering AREG to the lowest-ranked WT mice and vehicle to the remaining upper-ranked WT mice. Similar to the observations in CRTC3 KO mice, infusion of AREG led to a change in the behavior of the lowest-ranked WT mice toward winning behavior, such that 71% of the cages showed disruption in the previous stable hierarchy (Fig. 4c). Over time, the lowest-ranked mice, which were infused with AREG, tended to beat the previously middle-ranking mice, winning more points, and thus altering the distinct ranks previously observed in their social hierarchy (Fig. 4c). Moreover, AREG elevated social ranking by increasing the initiation of dominance displays (push-initiation), push duration, and the tendency to hold ground against the opponent’s aggression (resistance) (Fig. S19b).

**Fig. 4:**
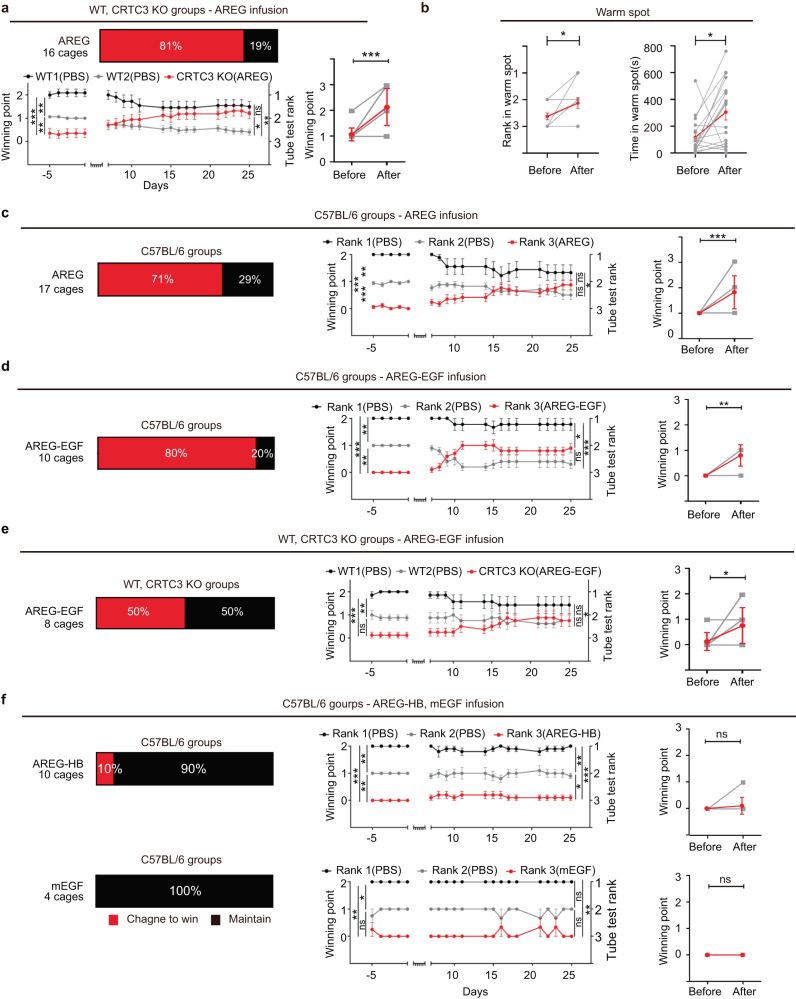
Infusion of AREG and the EGF domain improves social rank in WT and KO mice. **a** Percentage of cages with mice showing the change in rank after infusion of AREG in CRTC3 KO mice (Up), 16 cages. Summary of changes in winning points after infusion (down, left), WT1 (*n* = 11), WT2 (*n* = 17), KO (*n* = 17), Changes in the winning points by each mouse (gray), and the average winning points (red) before and after AREG infusion in CRTC3 KO mice. (down, right), before (*n* = 16), after (*n* = 16). **b** Rank (left) and time spent in the warm spot (right) by each mouse (gray), and the average points (red) before and after AREG infusion in CRTC3 KO mice, before (*n* = 16), after (*n* = 16). **c**–**f** Summary change of the tube dominance test in AREG infused-WT mice groups, Rank1 (*n* = 9). Rank2 (*n* = 17), Rank3 (*n* = 1)7, before (*n* = 23), after (*n* = 23) (**c**), AREG-EGF infused-WT mice groups, Rank1 (*n* = 9), Rank2 (*n* = 10), Rank3 (*n* = 10), before (*n* = 10), after (*n* = 10) (**d**), AREG-EGF infused CRTC KO mice group, WT1 (*n* = 7), WT2 (*n* = 13), KO (*n* = 13), before (*n* = 8), after (*n* = 8) (**e**) and AREG-HB or mEGF-infused WT mice groups, AREG-HB; AREG-HB Rank1 (*n* = 10), Rank2 (*n* = 10), Rank3 (*n* = 10), before (*n* = 10), after (*n* = 10), mEGF; Rank1 (*n* = 4), Rank2 (*n* = 4), Rank3 (*n* = 4), before (*n* = 4), after (*n* = 4) (**f**). Kruskal-Wallis test, Wilcoxon matched-pairs signed rank test, ns, *p < 0.05, **p < 0.01, ***p < 0.001. Error bars, SEM.

### Amphiregulin raises social rank via its EGF domain

Mature AREG comprises the N-terminal of the hydrophilic HB domain and the C-terminal of the EGF domain [17]. These are conserved among various species (Fig. S21a). To determine the specific domain of AREG that mediated the social hierarchy, we synthesized AREG-EGF and AREG-HB domains (Fig. S21b) and evaluated their abilities to increase social ranking. Infusion of AREG-EGF to the lowest-ranked mice from cages of WT mice induced changes to tube dominance test results in 80% of cages (Fig. 4d). Similarly, AREG-EGF infusion into CRTC3 KO mice also disrupted the previously established hierarchy of the cages (Fig. 4e). However, infusion of AREG-HB induced changes in mice in 10% of the cages, while the infusion of mouse EGF (mEGF) did not induce any behavioral change (Fig. 4f). Furthermore, the number of winning points was increased in AREG-EGF-infused mice (Fig. 4e), but not in AREG-HB-infused mice or mEGF-infused mice (Fig. 4f). These data suggest that the EGF domain of AREG is essential for controlling the social dominance ranking.

### Astrocytic expression of AREG-EGF raises the social ranking and increases the functional connectivity of PFC with PTLp

Having confirmed the effect of AREG administration on the changes in the hierarchical ranking of mice, we studied whether astrocyte-specific expression of AREG was sufficient for these functions. The hierarchical ranking of CRTC3 KO mice, which initially had a lower hierarchical ranking than WT control mice, was significantly increased by the administration of AAV5 encoding AREG under the control of a GFAP promoter in the ventricles of CRTC3 KO mice (Fig. 5a–c, S22). The time spent in the warm spot and ranking of CRTC3 KO mice in the warm spot test were also increased in CRTC3 KO mice with AREG-induced expression in astrocytes (Fig. 5d). To further investigate whether brain networks are also normalized by AREG-induction in astrocytes, fMRI was performed in CRTC3 KO mice transduced with AAV5 encoding GFAP-AREG and WT mice infected with control AAV5 virus. Administration of GFAP-AREG virus in CRTC3 KO mice increased rsFC and mean CorrCoef in the PFC and PTLp regions compared to the CRTC3 KO baseline, before virus administration (Fig. 5e, f). Contrary to the decrease in PFC and PTLp regions in CRTC3 KO mice (Fig. 2j and k), GFAP-AREG virus administration increased rsFC and the mean CorrCoef to similar levels in WT mice (Fig. S23). Finally, AREG-EGF also increased rsFC and mean CorrCoef in the PFC and PC in rat (Fig. S24 and S25). These results further confirm that astrocytic CRTC3 plays a specific role in determining the social hierarchical ranking in mice as well as in rat via AREG.

**Fig. 5:**
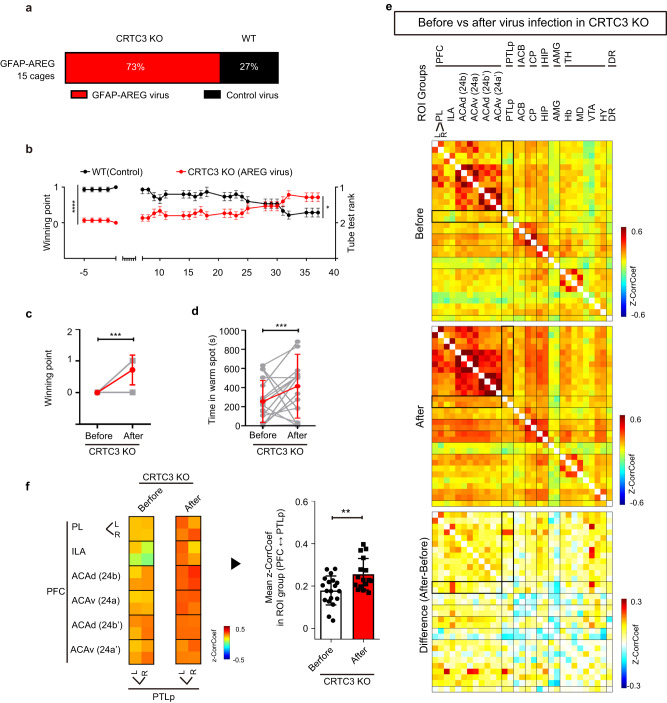
Astrocytic expression of amphiregulin raises social rank and increases functional connectivity. **a** Percentage of cages with mice showing the change in rank after administration of control or GFAP- AREG AAV5 virus in WT and CRTC3 KO mice, 15 cages. **b** Summary of changes in winning points after infusion, WT (*n* = 15), KO (*n* = 15). **c** Changes in the winning points by each mouse (gray), and the average winning points (red) before and after GFAP- AREG virus infection in CRTC3 KO mice, before (*n* = 15), after (*n* = 15). **d** Time spent in the warm spot (right) by each mouse (gray), and the average points (red) before and after GFAP-AREG virus infection in CRTC3 KO mice, before (*n* = 17), after (*n* = 17). **e** The resting-state functional connectivity matrices of social dominance-related brain ROIs from baseline (left) and GFAP-AREG injection states (middle) in CRTC3 KO mice are represented. The mean difference map is represented (right). **f** Compared with baseline, GFAP-AREG virus-infected CRTC3 KO mice show also significantly increased mean z-CorrCoef between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex (PTLp). Before (*n* = 19), after (*n* = 16), Kruskal-Wallis test, Wilcoxon signed rank test, Unpaired t-test, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, Error bars, SEM.

## Discussion

Characterization of systemic CRTC3 null mice has made a significant contribution to revealing the physiological role of CRTC3 in energy metabolism, skin melanogenesis, and hematopoiesis [8, 22, 23]. The role of CRTC3 in metabolism was further validated with a tissue-specific CRTC3 knockout mouse model [24]. Applying a similar approach, the present study uncovered an unexpected role for CRTC3 in determining the social hierarchical ranking. We found that CRTC3 is predominantly expressed in astrocytes of various brain areas and plays a fundamental role in determining social ranking by regulating the expression of AREG, a direct transcriptional target gene of CRTC identified in this study. Furthermore, mice with astrocyte-specific downregulation of CRTC3 (Fig. 2) phenocopied the behavior traits observed in systemic CRTC3 knockout mice (Fig. 1) demonstrating that astrocyte CRTC3 was responsible for the altered social behavior traits.

Overlapping expression of CRTC3 and other CRTC family members in multiple tissues has been reported. However, phenotypic analysis of individual KO mice suggested that the function of CRTC1, 2, and 3 in the liver, fat, and skin tissues is independent or that one gene plays a dominant and specific role in a specific tissue [7, 8, 23, 25]. In addition to CRTC3, other CRTC family members, particularly CRTC1, are highly expressed in the brain. CRTC1 KO mice are hyperphagic due to the downregulation of CART expression, whereas there is no change in energy intake of CRTC3 KO mice [3, 8]. Similar but not identical to CRTC3 KO mice, CRTC1 KO mice also exhibited depressive-like behavior but also with severe aggression [26, 27], which was not seen in CRT3 KO mice. These results suggest that the distribution of CRTC1 and 3 expression overlaps but could also be distinctive in the brain and that even at overlapped expression sites, they may have independent functions by regulating the expression of their specific target genes. It would be interesting to generate astrocyte- or neuron-specific CRTC1 null mice and investigate whether the depressive behaviors observed in CRTC1 KO mice are due to AREG downregulation by CRTC1 deficiency in astrocytes or by a completely different mechanism.

Regarding whether AREG is an executor of CREB-mediated regulation of dominant/submissive traits, AREG transcripts are directly regulated by CRTC3 in astrocytes, its mRNA level is downregulated in astrocytes of CRTC3 KO, and the lower hierarchical ranking of CRTC3 knockout mice was reversed by intracerebroventricular administration of AREG peptide and AAV5s encoding AREG. The increase in the social hierarchy by AREG was mediated by its EGF domain (Fig. 4). Since AREG is a member of the EGF family including EGF, TGFα, HB EGF, betacellulin, and epiregulin, we checked whether the increase of social hierarchy by AREG is a common phenomenon induced by EGF family. However, mEGF could not increase the social ranking (Fig. 4f), suggesting that the increase in the social hierarchy is a specific phenomenon induced by AREG, not commonly induced by other EGF family members. AREG has a difference in the amino acids of the receptor-binding domain, which lowers AREG affinity to EGFR compared to the high affinity of other EGF family members [28]. This lower affinity of AREG to EGFR results in tonic activation of downstream signals, distinct from oscillating signals induced by other EGF family members [28]. This molecular difference may explain AREG’s specific effect on social hierarchy (Figs. 4 and 5). Further studies using in vivo mouse genetic models such as astrocyte-specific AREG knockout or overexpressing mice and investigation of downstream signaling will clarify molecular details in the regulation of social behavior.

Although several pathways controlling social hierarchy have been revealed, including the regulation of α-Amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA)-type glutamate receptors in medial PFC [15, 29], our findings demonstrated a novel molecular basis of social dominance in mice originating in astrocytes. Astrocytes are the most abundant cells in the brain and are known to play an important role in regulating synaptic activity, affecting various mouse behaviors. For example, astrocytes in the hippocampus modulate memory performance by long-term potentiation or long-term depression [30, 31]. Astrocytes in the arcuate nucleus of the hypothalamus inhibit food uptake by inactivating agouti-related peptide neurons [32]. As such, astrocytes have been reported to be involved in various behaviors, however, little is known about whether astrocytes can affect dominant behavior. Our findings reveal a novel role for astrocytes in establishing a social hierarchy, in which CRTC3 plays a key role by directly regulating AREG production.

PFC is a key area of social hierarchy [33]. Dorsomedial PFC activation initiates and maintains more effortful behaviors in social competition, suggesting a neurobiological foundation for hierarchy-associated traits provided by PFC-based cognitive processes [33]. The structural connection between the rat medial PFC and posterior parietal cortex regions [34] and the importance of frequency-specific coupling of Cg1/2 and posterior parietal cortex regions in the processing of sensory information [35] are well-known. The increased rsFC between the PFC and PTLp regions induced by AREG administration suggests that synaptic reinforcement caused by AREG-induced synchronized BOLD signal patterns in both brain regions (Fig. 5). A human fMRI study showed that the PFC and intraparietal sulcus were important for perceiving social hierarchy [36, 37]. Our results strengthen the notion that the connection of the PFC to the PTLp is the circuit of social hierarchy that can be regulated by AREG.

Behaviors that underlie social hierarchy, and *CRTC3* and *AREG* genes are highly conserved in mammals as also observed in rat (Fig. S24, S25); therefore, we may expect the corresponding molecular basis to be conserved in humans as well. The strive for dominance is prevalent in animals displaying social behaviors. The consequence of social dominance affects not only the possession of sustenance and territories and the selection of partners but also stress levels and mental health; therefore, improving social status using amphiregulin treatment may have a potential therapeutic value. Given that AREG treatment modulates the frontoparietal pathway and noting that CRTC3 and amphiregulin are associated with mental disorders affecting how the brain perceives the world, such as schizophrenia [13, 38, 39], autism [40], as well as mood depressive disorder [12], our findings suggest a new approach to treating such psychiatric disorders either as disease-modifying (restoring perturbed brain function) or symptom-alleviating (alleviating anti-social or dissocial symptoms) treatments.

### Supplementary information

Supplementary material

Supplementary Video S1

Supplementary Video S2

Supplementary Video S3

## Data Availability

The transcript data of primary astrocytes from WT and CRTC3 KO is available in a public database with its accession number GSE222741. All other data are available in the main text and supplementary materials. The datasets and materials generated during and/or analyzed during the current study are available from the corresponding authors (Youngsup Song and Seung-Yong Yoon) on reasonable request.

# Supplementary material for: Amphiregulin normalizes altered circuit connectivity for social dominance of the CRTC3 knockout mouse
**Source:** Mol Psychiatry. 2023 Sep 20;28(11):4655–65. doi: 10.1038/s41380-023-02258-x
**Supplement:** Supplementary file 1 — Supplementary material

**Suplemmentary Information**

Supplementary Methods.

Supplementary Figures. S1–S25

Supplementary Tables. S1-S2

Supplementary Videos. S1–S3

**Supplementary Methods**

**Reagents**

Recombinant mouse amphiregulin (AREG) and epidermal growth factor (EGF) were purchased from R&D Systems (Minneapolis, MN, USA). AREG-EGF and AREG-heparin-binding (HB) peptides were obtained from PepTron Inc. (Daejeon, South Korea). Forskolin (FSK, 25μM; Sigma-Aldrich, St Louis, MO, USA) was prepared using dimethyl sulfoxide (DMSO).

**Cell culture and isolation of primary cells**

For cultures of primary cortical neurons, the cerebral cortex was isolated from the brains of mouse embryo on embryonic day 16. Cortices were dissected to remove the meninges in cold calcium- and magnesium-free Hanks’ balanced salt solution. After dissection, minced dissected tissue was incubated with a 0.05% trypsin-EDTA for 15 min at 37 °C, and the tube was inverted every 5 min. Trypsin was inactivated with Dulbecco's Modified Eagle Medium containing 20% fetal bovine serum, and the sample was centrifuged at 300g for 15 min. The pellet was gently triturated using a Pasteur pipette. Dissociated cells were mixed with neurobasal medium supplemented with Gibco B-27 components (Life Technologies/ Thermo Fisher Scientific, Grand Island, NY, USA) and added to plates at the required 2.4 x 10^6^ cell density. The plates were coated with poly-d-lysine (Sigma-Aldrich) and laminin (Life Technologies/Thermo Fisher Scientific). Neurons were maintained at 37 °C in a humidified 5% CO_2_ environment. All animal protocols used in this study were approved by the Asan Institute for Life Sciences Animal Care and Use Committee.

For glial cell cultures, the cerebral cortex was isolated from mouse pups on postnatal days 1–3. Glial cells were isolated using similar methods to those used for primary neurons, dissected tissue was incubated with 0.05% trypsin-EDTA for 15 min at 37°C. Cells were centrifuged for 5 min at 300g and resuspended in complete media containing Granulocyte-macrophage colony-stimulating factor (5 ng/mL). Resuspended cells were plated in a T75 flask and incubated at 37°C for 10 days. For isolation of primary microglia, mixed glial cells were collected by shaking the flask at 225 rpm for 2 h. Floating primary microglial cells were collected and plated in a poly-d-lysine-coated plate. Flasks were shaken for 16 h to detach other cells, after which, attached primary astrocyte cells were cultured on plates for the performed experiments. Before performing the assays, all cell culture dishes were tested for mycoplasma and were negative.

**RNA preparation and quantitative real-time PCR (qRT-PCR)**

Total RNA was extracted from cells using a NucleSpin RNA kit (ACHEREY-NAGEL, Duren, Germany) according to the manufacturer’s instructions. RNA concentrations were measured using an ND 1000 spectrophotometer (NanoDrop, Wilmington, DE, USA). For cDNA synthesis, 0.8 μg RNA was used with the ReverTra Ace qPCR RT kit (TOYOBO, Osaka, Japan), according to the manufacturer’s instructions. The total reaction volume of the mixture comprised 20 μL with iQ SYBR green supermix (Bio-Rad, Hercules, CA, USA) and primers. Quantification was performed using a LightCycler 480 System (Roche Diagnostics, Almere, the Netherlands), according to the manufacturer’s instructions.

All primers for qRT-PCR were synthesized by Cosmo Genetech (Seoul, South Korea) and primer sequences were as follows:

Mouse *GAPDH* (Forward, 5′-CCATCACCATCTTCCAGGAGCGA-3′; Reverse, 5′-GGATGACCTTGCCCACAGCCTTG-3′),

Mouse *CRTC3* (Forward, 5′-CTTCACAGCACCTGGATGAGAG-3′, Reverse, 5′-TGCTCAGAGCACTCGTGTGAAG-3′),

Mouse *AREG* (Forward, 5′-GCCATTATGCAGCTGCTTTGGACG-3′, Reverse, 5′-TGTTTTTCT TGGGCTTAATCACCT-3′).

Mouse *GFAP* (Forward, 5′-AGAAAGGTTGAATCGCTGGA-3′, Reverse, 5′-CGGCGATAGTCGTTAGCTTC-3′)

Mouse *TUBB3* (Forward, 5′-TGAGGCCTCCTCTCACAAGT-3′, Reverse, 5′-GTCGGGCCTGAATAGGTGTC-3′)

Mouse *Iba1* (Forward, 5′-CAGACTGCCAGCCTAAGACA-3′, Reverse, 5′-AGGAATTGCTTGTTGATCCC-3′)

**Promoter activity**

To screen for *AREG* transcription, whose activation is CRTC3-CREB-dependent, reporter plasmids (pGAS-mAREG-Luc, in which firefly luciferase expression was regulated by 500 base pairs of the 5′ flanking region of the mouse *AREG* promoter) and pRSV-β-gal plasmids were transfected into HEK-293T cells. Twenty-four hours after transfection, the cells were treated with 10 μM FSK for 6 h. Luciferase activity was measured and normalized to β-galactosidase activity. For *CRTC3*-dependent transcription activity screening, cells were co-transfected with *CRTC3,* followed by 6 h incubation with 10 μM FSK. A luciferase assay using an *AREG-CRE* mutant promoter system was also conducted to confirm *AREG-CRTC3-CREB* transcription activity.

**Chromatin immunoprecipitation (ChIP) assay**

C6 rat astrocyte cell line and primary mouse astrocytes isolated from C57BL6/J mice were cultured to 70–80% confluency in T75 flasks and exposed to DMSO or 10 μM forskolin for 45 minutes and then fixed in 1% formaldehyde for 10 min. After fixation, ChIP was performed according to the manufacturer’s instruction (Thermo Scientific) using control IgG (Thermo Scientific) and anti-CRTC3 antibody (Bethyl Laboratories, Inc. Montgomery, TX, USA). The purified ChIP-ed DNA was analyzed using qRT-PCR using the primer sets that amplify the regions spanning the CRE sites located between -91 and -84 bp upstream of the first exon of rat *AREG* genes or CRE sites located between -61 and -54 bp upstream of the first exon of mouse *AREG* genes. For rat: rAREG-Pr-F: 5′-TAATAACCTCCCGCCTCCA-3′ and rAREG-Pr-R 5′-CGAGTCAGGAAGGAGCAGAG-3′ and for mouse: mAREG-Pr-F: 5′-AATCAGGGCTCGATCCCCAC-3′ and mAREG-Pr-R: 5′-TTATAGACCCGCTGGAGCCAC-3′ were used for qRT-PCR analysis.

**Immunohistochemistry**

Mouse brains were fixed with 4% paraformaldehyde (Biosesang, Sungnam, South Korea) for 24 h at 4 °C and washed with PBS. For cryosection, samples were incubated with 30% sucrose in PBS for 24 h at 4°C. The samples were embedded in optimal cutting temperature compound medium (Tissue-Tek, Sakura Finetek USA, Inc. Torrance, CA, USA), snap-frozen on dry ice, and then stored at -80°C until sectioning. Frozen samples were sectioned to 30 μm thickness at -25°C using a Leica CM 1860 (Leica Microsystems, Nussloch, Germany). Free-floating sections were washed with PBS three times for 5 min, blocked with 1% normal goat serum, 0.3% Triton X-100 in PBS for 30 min, and finally incubated with primary antibody against rabbit anti-CRTC3 (ab91654, 1:1,000, Abcam, Cambridge, MA, USA), mouse anti-GFAP (MAB360, 1:1,000, Chemicon-Millipore, Temecula, CA, USA), mouse anti-s100β (ab218515, 1:1,000, Abcam), mouse anti-NeuN (ab104224, 1:1,000, Abcam), goat anti-Iba1 (ab283319, 1:1,000, Abcam), mouse anti-Cre (MAB3120, 1:200, Millipore), rabbit anti-NeuN (#24307S, 1:1,000, Cell signaling), rabbit anti-GFAP (ab7280, 1:1,000. Abcam), or rabbit anti-s100β (GTX129573, 1:200, Genetex) diluted in blocking buffer overnight at 4°C. After washing five times with PBS, a secondary antibody against Alexa Fluor 488 (A-21202, 1:3,000, Invitrogen, Carlsbad, CA, USA), biotinylated anti-rabbit (BA-1100-1.5, 1:3,000, Vector Laboratories, Burlingame, Cam USA), and Alexa Fluor 594 conjugated streptavidin (S11227, 1:3,000, Invitrogen) was added for 60 min at room temperature (RT). Samples were mounted using a fluorescence mounting medium (DAKO, Carpinteria, CA, USA). CRTC3-positive cells were visualized by incubating sections with diaminobenzidine (DAB) solution as the chromogen. For DAB staining, after incubation with primary antibodies, brain tissue sections were incubated with the biotinylated secondary antibody. A VECTASTAIN Elite ABC (Vector Laboratories, Burlingame, CA, USA) reagent mixture was used for 2 h at RT to visualize immunoreactivities. As mentioned above, sections were mounted and covered with coverslip glass.

For Nissl staining, frozen sections on slides are immersed overnight in a 1:1 alcohol/chloroform mix. Afterward, sequential rehydration in 100%, 95% alcohol, and water follows. Tissue sections are stained with 0.1% cresyl violet for 5 minutes, then quickly rinsed. Slides are differentiated in 95% ethyl alcohol (2-30 minutes), assessing staining progress microscopically. Tissue undergoes dual 5-minute dehydration in 100% alcohol, two xylene washes, and final mounting. Protocol aligns with Nissl staining standards.

**Tissue preparation and western blot analysis**

After the fMRI analysis or behavior test, anesthetized mice with isoflurane were perfused with cold PBS. Brains were immediately collected, dissected finely into cortical and hippocampal regions, and stored at -80 ℃ until western blotting was performed. Brain tissues were homogenized with protein extraction buffer (PRO-PREP^TM^, Intron Biotechnology, Korea), and incubated for 30 min on ice. The lysate was centrifuged at 11,000 g for 15 min. An equal amount of protein was separated using SDS-PAGE and then transferred to polyvinylidene difluoride (PVDF) membranes using the transfer apparatus (Bio-Rad Laboratories, Inc., Spain). The membranes were blocked with 0.1% Tween 20 in PBS (PBST) containing 5% fat-free milk powder for 1 h at RT and incubated with primary antibody at 4 °C overnight. The next day, the membrane was washed with PBST and incubated with the conjugated anti-rabbit or mouse IgG-horseradish peroxidase antibodies (Vector Lab, Burlingame, CA, USA) for 1 h at RT. After another wash with PBST, immunoreactive bands were visualized using enhanced chemiluminescent (ECL) substrate (Thermo Fisher Scientific, MA, USA) and detected by exposure to X-ray film. The density of protein bands was analyzed using Image J software (NIH, Bethesda, MA, USA) and normalized to loading controls. The following primary antibodies were used for western blot analysis: rabbit anti-CRTC3 (#2720, 1:1,000), mouse anti-phospho-CREB(ser133) (#9198, 1:1,000), mouse anti-CREB (#9104, 1:1,000) (Cell Signaling Technology, Danvers, USA), mouse anti-AREG (sc-74501, 1:500, Santa Cruz Biotechnology, CA, USA), rabbit anti-phopho-GluA1(Ser831) (#04-823, 1:1,000, Millipore), and rabbit anti-GluA1 (#AB1504, 1:1,000, Millipore). For loading controls, immunoblotting for mouse anti-β-actin (A5441, 1:5,000) was purchased from Sigma-Aldrich.

**Genotyping**

Genomic DNA was prepared from tail biopsies and genotyped using the following primer sets. For systemic CRTC3 null mice: *CRTC3* WT allele, 5′-CCTGAGTTATTGGCGGATGT-3′ and 5′-CACTCAGGCTGTAGCA-AGCA-3′; CRTC3 KO allele, 5′-ATGGAAGGATTGGAGCTACG-3′ and 5′-CACTCAGGCTGTAGCAAGCA-3′. For CRTC3 floxed mice: 5′-AAACTAACTGGGCCTGAGTCCATCC-3′, 5′-CAGGTGCTGTGAAGAATAACTGGC-3′, and 5′-TTCATGGATGCCACTCTCAGAAGCC-3′

**Behavioral tests**

The behavioral tests were performed within one month before infusion and within the third week of drug infusion. Animals were kept in the testing room 30 minutes before the test to allow habituation to the new environment.

1. **Tube dominance test and video analysis**

Social superiority was measured using the tube dominance test. C57BL/6 mice were housed in groups of 2 or 3 for at least four weeks before the test. CRTC KO or CRTC3 fl/fl mice were housed in groups three weeks after being separated from their mother. The tube test apparatus is a 30 cm long transparent plastic tube with a 2.5 cm inner diameter. The diameter size permits an adult mouse to move through the tube without reversing direction. Before the tube dominance test trials, all mice were adapted to the tube by guiding them through it from both ends for 2 consecutive days. During the training period, the mouse entered the tube as naturally as possible without undue stress. After training, each mouse was introduced to opposing ends of the tube and the two mice meet in the middle. When one mouse pushed the opponent mouse out of the tube, it scored 1 point, and this test was repeated three times. If the two mice did not meet in the middle of the tube, the experiment was repeated. The experiment did not exceed 2 min; if it exceeded 2 min, the experiment was repeated. For example, if one mouse scores 2 or 3 victory points, it wins, and the other mouse loses. The ranking system was conducted as follows, based on an experiment using three mice from a housing cage. Tube tests were conducted following round-robin design to randomize the test order (1, 2 and 3 are mouse naming): 1 vs 2, 1 vs 3 and 2 vs 3. If mouse 1 wins twice, it is ranked first. If mouse number 2 loses to mouse number 1 and wins against mouse number 3, then it is ranked second. Mouse number 3, having lost to both mice, is ranked third. For each test, the winning was determined by the number of winning points. The tube was sterilized with 70% ethanol for each trial.

Video analysis allows the push to be identified when one mouse slides its head under the other. The tube test behavior was identified from the meeting point to the end of the tube test trial. Push-initiation is when a mouse pushes the opponent. Push-back is defined as a counter-push after being pushed by the opponent and retreat indicates back-out when the opponent pushed or voluntarily withdraws. Stillness shows no movement and resistance meant the behavior of holding on to the territory when being pushed. Resistance and retreat results analysis were excluded if the loser mouse was immediately pushed from the center to the end of the tube.

1. **Forced swimming test**

Briefly, mice were made to swim in a glass cylinder (19 cm high × 15 cm in diameter) filled with water (24 ± 1 °C) up to 15 cm in depth. This procedure was performed over two consecutive days. In the pre-test session, each mouse was individually subjected to forced swimming for 15 min. On the second day, the same mouse was forced to swim for 5 min. Each mouse was considered immobile when it tried struggling and then floated motionless in the water. The duration of swimming, struggling, and immobility was recorded. The glass cylinder was cleaned between tests, and the water was replaced.

1. **Y-maze test**

The Y-maze test involved a three-arm horizontal maze (10 × 50 × 20 cm) in which the arms were symmetrically separated at 120°. The short-term memory test was conducted as follows: in the first session, one arm of the maze was hidden, and two arms were opened. A mouse was placed at the center of the maze and could freely explore the two open arms for 10 min. The test session was conducted 3 h later; the closed arm was opened to allow mice to explore. A mouse was placed at the center of the maze and could freely explore the three open arms for 5 min. The test was recorded and measured using the SMART video-tracking system (software version 3.0, Panlab, Harvard Apparatus, Barcelona, Spain). The data were analyzed for the time and number of entries in the newly opened arm. The maze was cleaned with 70% ethanol between tests to remove residual odor.

1. **Morris water maze test**

The water maze was performed with a circular pool (50 cm high × 120 cm diameter, water at 24 ± 1 °C). For the experiment, a circular platform (10 cm diameter) was located 1.5 cm beneath the water surface in the center of the NW quadrant. The pool was filled to a depth of 40 cm with water containing skim milk powder, which was replaced each day. Extra maze cues comprised geometric shapes on the walls, posters, and furniture located in the room in which the water maze was situated. One cue was attached to the side of the water maze pool near the platform.

The experimental procedure comprised 5 days of testing, with 4 trial days and a probe test day. During trial days, a mouse was placed in one of the three quadrants facing the wall and allowed to find the escape platform for 1 min. If it found the platform within the given time, it remained there for 1 min; otherwise, it was guided to the platform and stayed there for 1 min. Each mouse was given three training sessions, and 1 min of rest was provided between each training session. In the three training sessions, the mouse was placed in different quadrant positions (NE, SW, and EW) without locating the platform zone. After the training days, a probe test was conducted without a platform. The mouse was placed in the SE quadrant facing the wall and allowed to find the platform. Every experiment was recorded and measured using the SMART video-tracking system (software version 3.0, Panlab, Harvard Apparatus). The data were analyzed for the swimming time (in s) and swimming distance (in cm) needed to reach the platform.

1. **Elevated plus-arm maze**

The elevated plus-arm maze apparatus comprised a plus-shaped maze, with two open (10 × 50 cm) and two closed (10 × 50 × 40 cm) arms, elevated to 60 cm above ground level. A mouse was placed at the center of the apparatus and could explore the maze freely for 5 min. The test was recorded and measured by the SMART video-tracking system (software version 3.0, Panlab, Harvard Apparatus). The data were analyzed for the time taken to enter and the number of entries into the open and closed arms. The maze was cleaned with 70% ethanol between tasks to remove residual odor.

1. **Tail suspension test**

Mice were suspended above the ground with tape attached to its tail. The distance between the mice to the ground was 30 cm for each trial. Mouse behavior was recorded on video for 6 min, and total immobility time was analyzed manually.

1. **Strength and grid tests**

For the strength test, mice were allowed to grasp a steel scrubber, which was attached to a weight (35 g). Then, the mice were raised by their tail. The time until the mice dropped the weight was measured. This procedure was performed over 3 consecutive days.

For the grid test, mice were allowed to grasp onto a steel wire mesh (15 × 20 cm) on the ground. Then, the mesh was flipped and the time until the mouse let go of the mesh was measured. This procedure was performed over 2 consecutive days.

1. **Olfactory preference test**

The olfactory test is a sensory assay used to measure the olfactory ability to sense attractive or aversive scents. Flavors were prepared by soaking filter paper (2 × 2 cm) with 10% peanut butter diluted in water for the preference behavior and 10% 2-methyl butyric actin (2-MA) diluted in water for the avoidance behavior. Four clean cages were prepared without bedding and lined up in the experimental lab. The mice were allowed to explore the three cages sequentially for 15 min. Between each cage, the next cage was blocked with a large piece of filter paper to keep it from being seen. After 15 min of habituation in the fourth cage, the filter paper with diluted peanut butter was placed on the opposite side of the mouse for 3 min. The inspecting times were measured and recorded. After a 1 min break, the test trial was repeated with 2-MA scent paper into the corners of the opposite side. Mice’s behavior was recorded on a video camera to measure the time spent for the mouse’s nose to be 1 mm from the filter paper. This test cage was cleaned with two tissue papers sprayed with 70% ethanol.

1. **Urine scent marking test**

Mice were placed in a compartment of a clean cage without bedding divided by a meta grid. A smooth barrier was placed on top of the cage to prevent escapes. A sheet of filter paper the same size as the bottom of the cage was placed on each cage to collect urine. Each pair of mice was placed on opposite sides of a separated partition section for 2 h. The marked paper was stained with Ninhydrin spray reagent (Sigma-Aldrich) and scored using a 1 cm^2^ grid overlay. All squares with a scent mark were counted. The urine mark size delineates territorial boundaries and shows social status. The winner of each pair possessed a higher proportion of squares of urine marks.

1. **Novel object recognition test**

Mice were placed in a rectangular box (30 × 30 × 30 cm) without objects for 15 min for habituation to the experimental environment. In the second session, two identical objects were placed into both sides of the cages and 5 cm away from the walls. Mice were allowed to explore the objects for 5 min and then were placed back into their home cages for 4 h. In the third session, one object was replaced with a novel object with a different color and shape. Mice were placed again in the testing cage and allowed to explore the familiar and the novel objects for 5 min. The test was recorded and measured using the SMART video-tracking system (software version 3.0, Panlab, Harvard Apparatus). The data were analyzed for the exploration time of the two objects. The maze was cleaned with 70% ethanol between tasks to remove residual odor.

**Affymetrix whole transcript expression arrays**

Affymetrix whole transcript expression arrays were conducted according to the manufacturer's protocol (GeneChip whole transcript PLUS reagent kit, Thermo Scientific, Rockford, IL, USA). cDNA was synthesized using a GeneChip whole transcript amplification kit as described by the manufacturer. The sense cDNA was then fragmented and biotin-labeled with terminal deoxynucleotidyl transferase using a GeneChip whole transcript terminal labeling kit. Approximately 5.5 μg of labeled DNA target was hybridized to an Affymetrix GeneChip mouse 2.0 ST array at 45 °C for 16 h. Hybridized arrays were washed and stained on a GeneChip fluidics station 450 and scanned on a GCS3000 scanner (Affymetrix, Santa Clara, CA, USA). Signal values were computed using the Affymetrix GeneChip Command Console software (AGCC).

**Raw data extractions and statistical analyses of microarray data**

Raw data were extracted automatically with the Affymetrix data extraction protocol using the software provided by AGCC. After importing CEL files, the data were summarized and normalized using a robust multi-average (RMA) method implemented in the Affymetrix Expression Console software. We exported the results obtained using gene-level RMA analysis and performed differentially expressed gene (DEG) analysis.

The comparative analysis between the test and control sample was conducted using fold-change. 

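The 4 arrays resembled each other closely, and the genotypes differed more than the treatments did. The correlation of log2 signals across genes was 0.993 between vehicle and FSK in WT astrocytes and 0.995 in CRTC3 KO astrocytes, against 0.991 between the genotypes with vehicle and 0.987 with FSK. The differences between the genotypes recurred between the treatments. With 1 culture per genotype, a difference in pup sex or cell mix would recur as well. *Xist* differed by -4.73 with vehicle and -4.67 with FSK, and the fibroblast marker *Col1a2* by -2.26 and -2.39. The recurrence is thus no replicate of an effect of CRTC3. Of the 106 genes at least 2-fold lower in CRTC3 KO with vehicle, such as the matricellular protein gene *Postn* (log2 difference -4.13) and the collagen gene *Col6a3* (-2.85), 78 were also at least 2-fold lower on the FSK arrays. Of the 26 genes at least 2-fold higher in CRTC3 KO with vehicle, such as the metalloreductase gene *Steap4* (2.06) and the chitinase-like gene *Chil1* (1.69), 18 were also at least 2-fold higher there. The middle 95% of genes lay between -0.42 and 0.47 in their response to FSK in WT and between -0.42 and 0.38 in CRTC3 KO. Among genes with several probe sets, the difference between the responses of a gene's probe sets had an SD of 0.286 in WT and 0.264 in CRTC3 KO, which measures disagreement within an array pair and not between cultures.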

For a DEG set, hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a measure of similarity. To obtain a list of significant probes, gene-enrichment and functional annotation analysis was performed using gene ontology (http://geneontology.org/) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://kegg.jp).

All statistical tests and visualization of DEGs were conducted using R statistical language version 3.1.2. (www.r-project.org).

**Supplementary Figures**

**
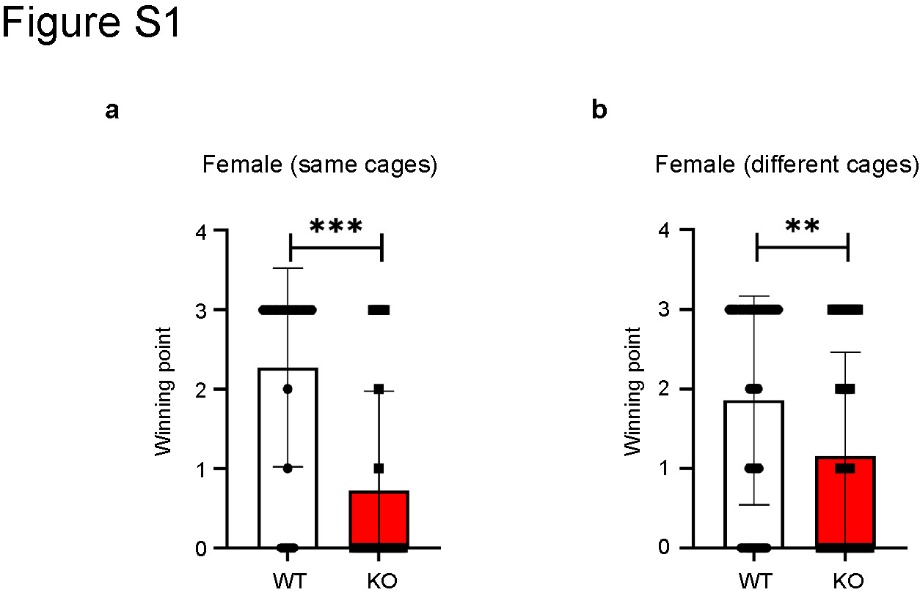
**

**Supplementary Figure 1:** CRTC3 KO female mice show lower social dominance rank.

**a,** Number of winning points in the same cages, WT (n = 19), KO (n = 19). b, Number of winning points in different cages, WT (n = 70), KO (n = 70). Mann-Whitney test, **p < 0.01, ***p < 0.001, Error bars, SEM.

**
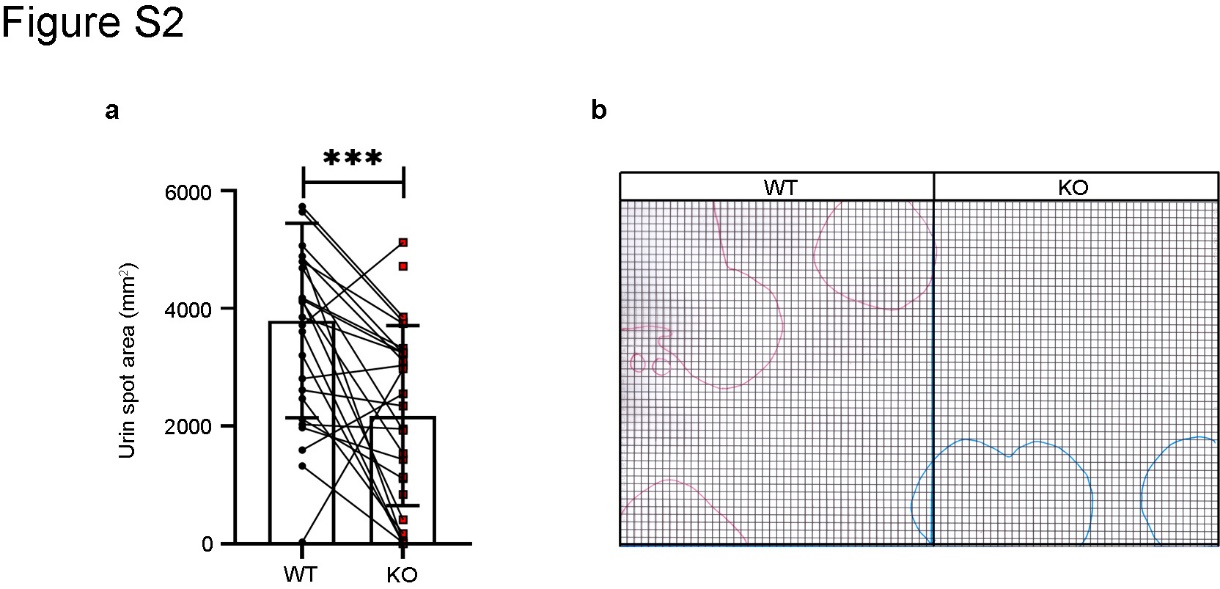
**

**Supplementary Figure 2:** CRTC3 KO mice had a lower urine spot area.

**a,** Quantification of the urine area. WT (n = 27), KO (n = 27). **b,** A filter paper was spotted with the urine of the wild-type mice (WT) and CRTC3 KO mice (KO), Wilcoxon signed test, ***p < 0.001. Error bars, SEM.

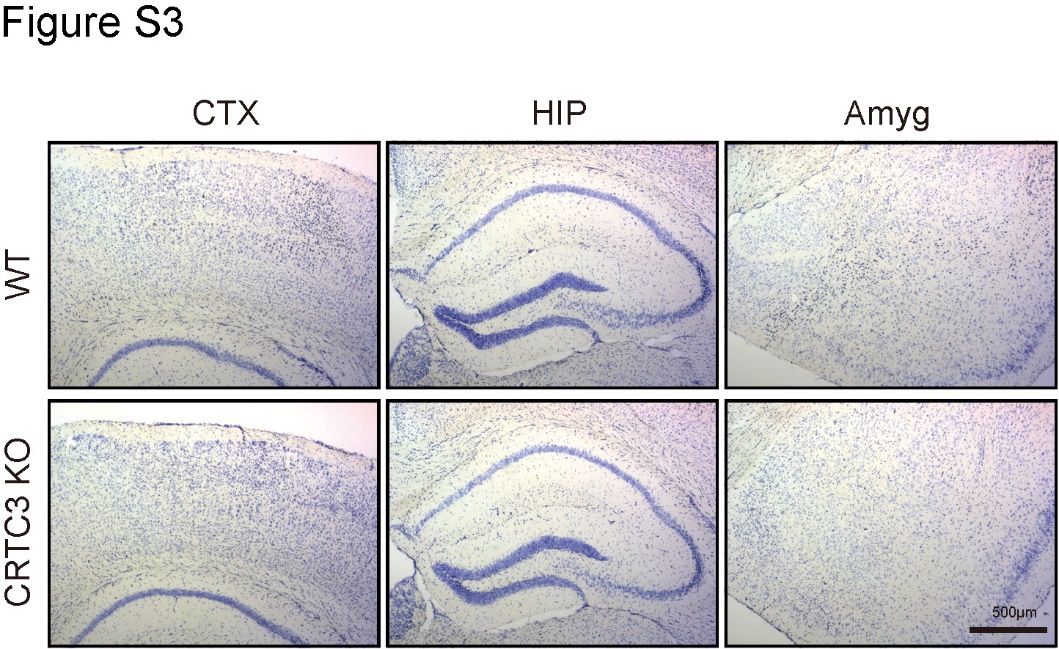

**Supplementary Figure 3:** Nissl-stained mouse brain sections in WT and CRTC3 KO mice. WT n = 3, CRTC3 KO n = 3. Scale bar: 500 μm

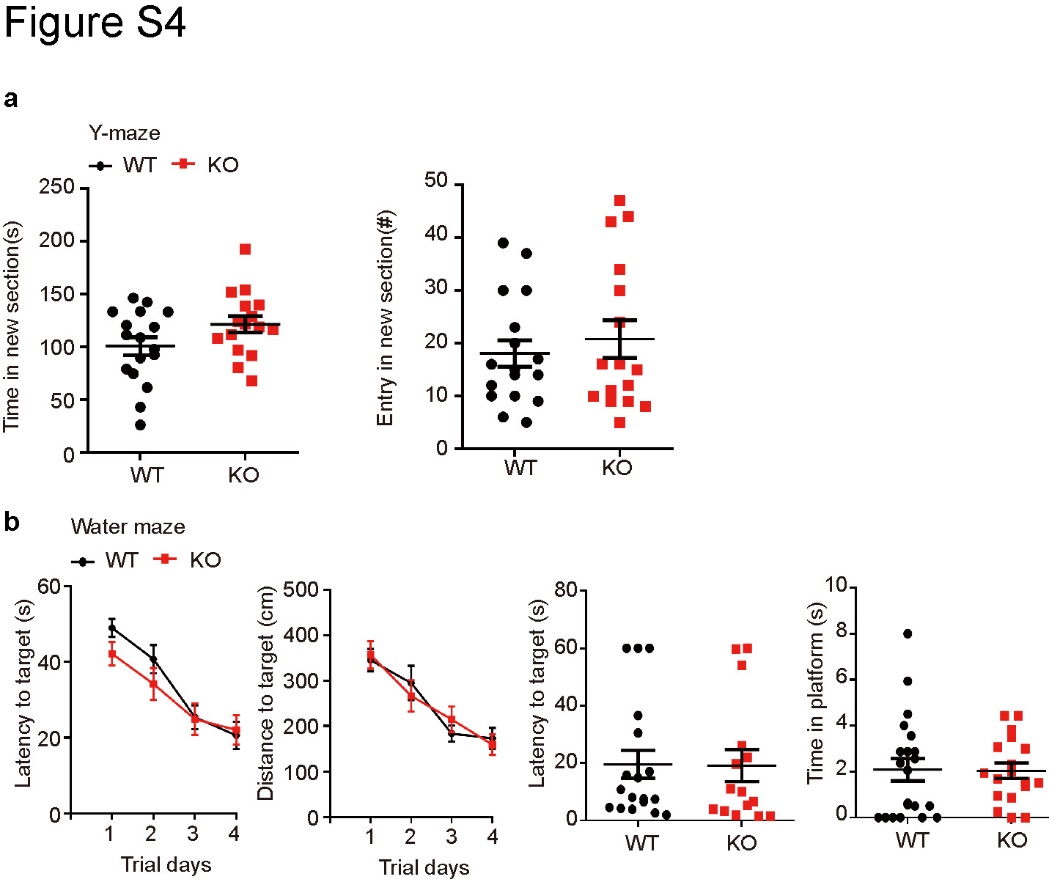

**Supplementary Figure 4:** WT and CRTC3 KO mice do not show differences in memory formation.

**a,** The time spent (left) and number of entries (right) in the new section of the Y-maze test by WT (black) and CRTC3 KO (red) mice, WT (n = 17), KO (n = 16). **b,** The latency time to reach the target platform and distance to the platform on the trial days (left), and the latency time to reach the platform and time spent on the platform on the test day (right) in the water maze test by WT (black) and CRTC3 KO (red) mice, WT (n = 21), KO (n = 18). Unpaired t-test, ANOVA test (Bonferroni’s multiple test), p = ns, Error bars, SEM.

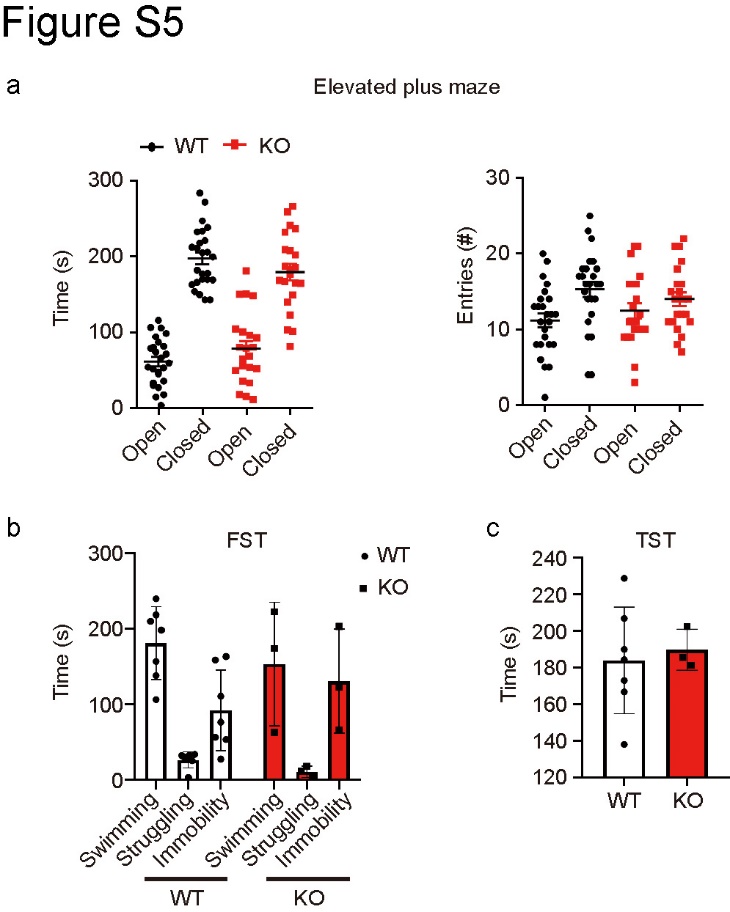

**Supplementary Figure 5:** WT and CRTC3 KO mice do not show differences in mood.

**a,** Time spent in each arm (left) and the number of entries into each arm made by WT and CRTC3 KO mice in the elevated plus-arm maze (EPM), WT (n = 25), KO (n = 22). **b,** The number of times behavior phenotypes are displayed in the forced swim test (FST) in WT and CRTC3 KO mice. WT (n = 36), KO (n = 24). **c,** The total immobility time in the tail suspension test (TST), WT (n = 34), KO (n = 21), One-way ANOVA test, Unpaired t-test. Error bars, SEM.

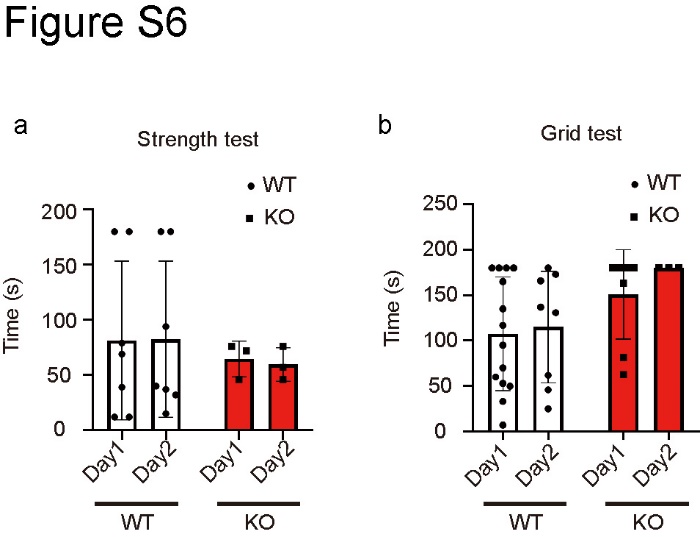

**Supplementary Figure 6:** WT and CRTC3 KO mice do not have differences in strength.

**a,** The time holding weights in the strength test. WT (n = 7), KO (n = 3). **b,** the time holding the grid in the grid test. WT (n = 14), KO (n = 8). ANOVA test (Tukey’s multiple test), p = ns, Error bars, SEM.

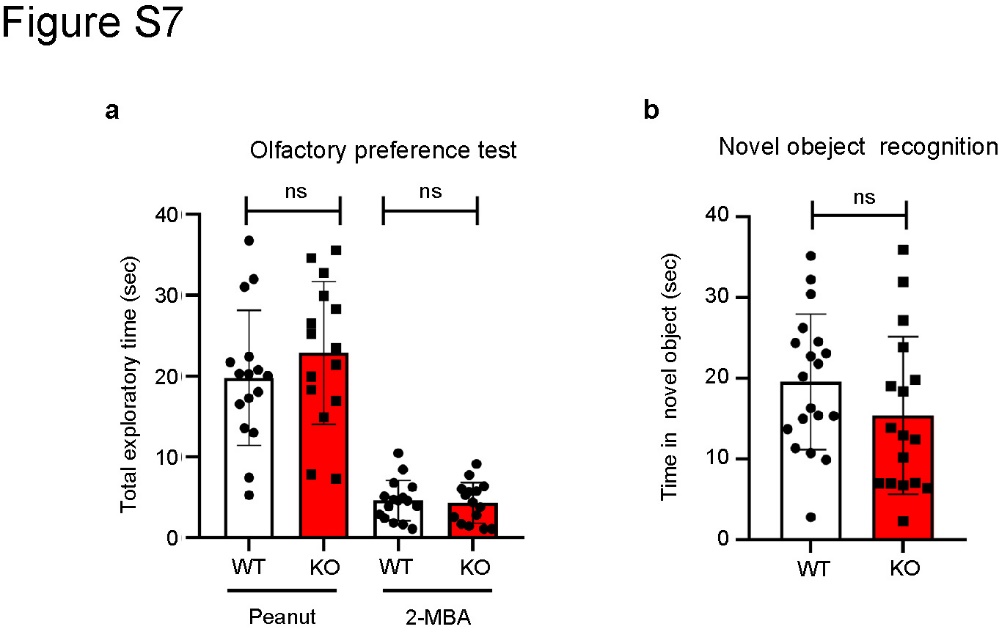

**Supplementary Figure 7:** WT and CRTC3 KO mice do not have differences in olfactory preference tests and novel object recognition.

**a,** olfactory preference test WT (n = 16), KO (n = 15). **b,** Novel object recognition WT (n = 19), KO (n = 17). Unpaired t-test, p = ns, Error bars, SEM.

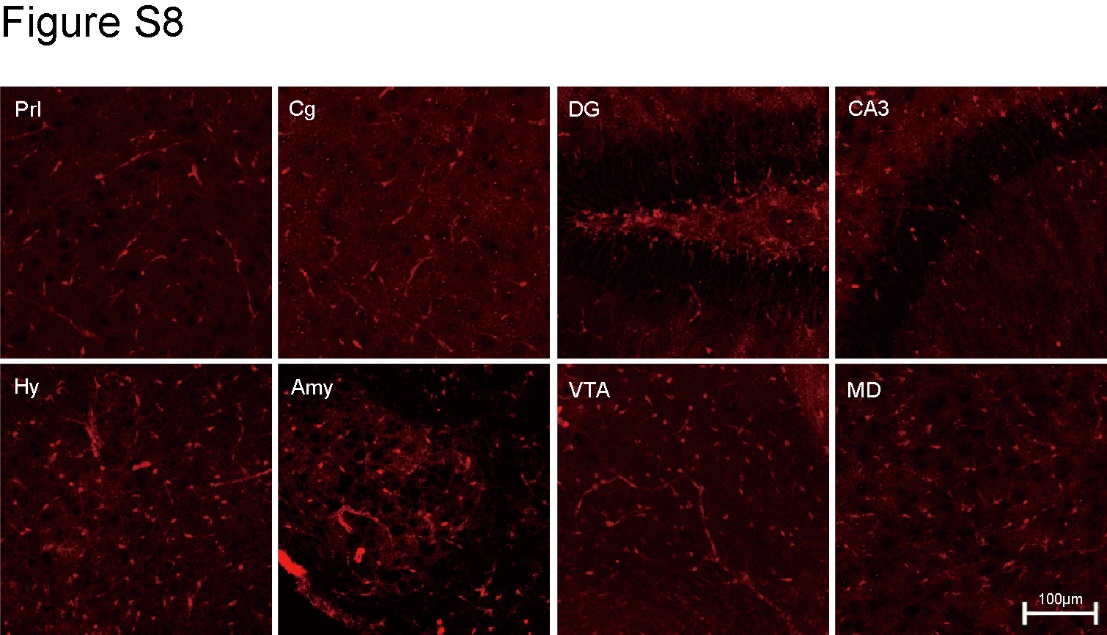

**Supplementary Figure 8: CRTC3 is widely expressed in several areas in the mouse brain.** Representative immunohistochemistry images showing several brain regions stained using an antibody against CRTC3. Prl, prelimic cortex; Cg, cingulate gyrus; DG, dentate gyrus; CA3, cornu ammonis 3; Hy, hypothalamus; Amy, amygdala; VTA, ventral tegmental area; MD, mediodorsal thalamus

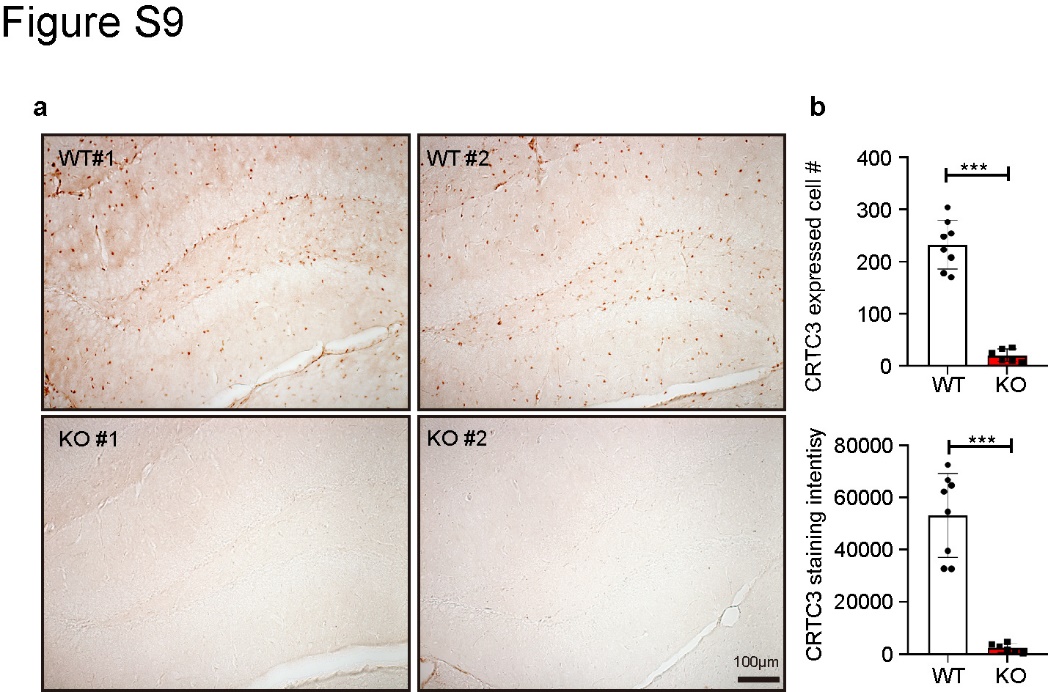

**Supplementary Figure 9:** CRTC3 KO mice do not express CRTC3 in the brain.

**a,** Representative immunohistochemistry images showing CRTC3 staining in wild-type (WT) and CRTC3 KO (KO) mice. **b,** The number and intensity of CRTC3 staining in the mouse brain. WT (n = 8), KO (n = 7). Mann-Whitney test, ***p < 0.0001, Error bars, SEM.

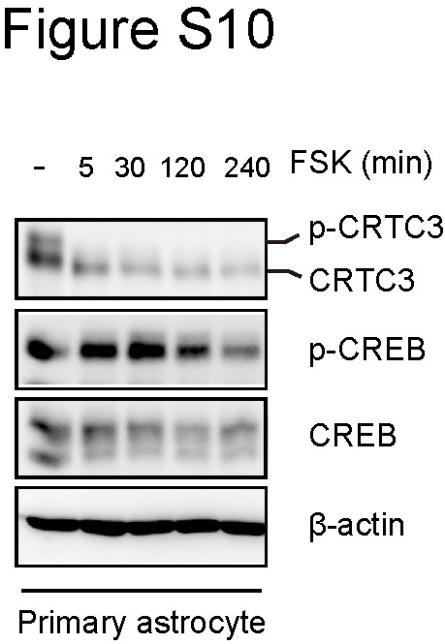

**Supplementary Figure 10**: Immunoblot assay showing the effect of forskolin (FSK) with different exposure times on CRTC3 de-phosphorylation and CREB phosphorylation in primary astrocytes.

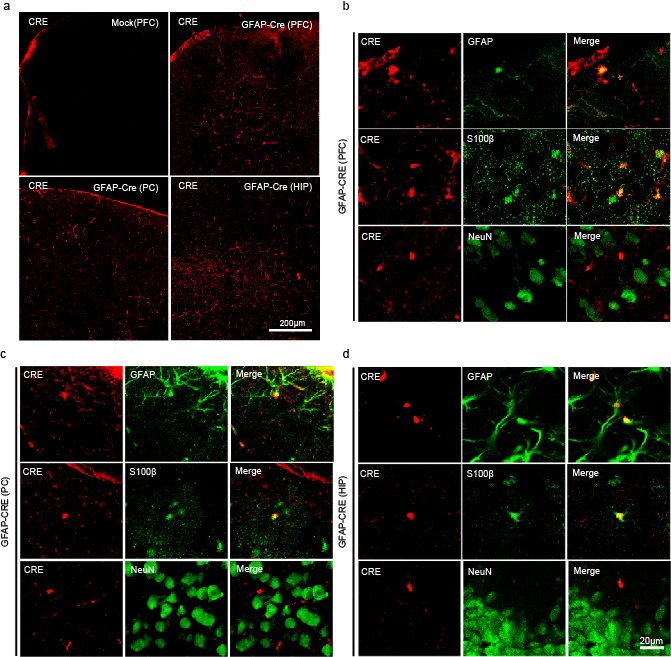

**Supplementary Figure 11: a,** Representative immunofluorescence images of Cre expression (Red) in the prefrontal cortex (PFC), parietal cortex (PC), and hippocampus (HIP) of CRTC3-fl/fl mice at 14 days following administration of AAV5 virus encoding GFAP-Cre. Scale bar: 200 μm **b,** Representative immunofluorescence images of Cre (Red) with GFAP (astrocyte, Green), S100β (astrocyte, Green) or NeuN (neuron, Green) in PFC of CRTC3fl/fl mice at 14 days following administration of AAV5 virus encoding GFAP-Cre. **c,** Representative immunofluorescence images of Cre (Red) with GFAP (astrocyte, Green), S100β (astrocyte, Green) or NeuN (neuron, Green) in PC of CRTC3fl/fl mice at 14 days following administration of AAV5 virus encoding GFAP-Cre. **d,** Representative immunofluorescence images of Cre (Red) with GFAP (astrocyte, Green), S100β (astrocyte, Green) or NeuN (neuron, Green) in HIP of CRTC3fl/fl mice at 14 days following administration of AAV5 virus encoding GFAP-Cre. Scale bar: 20 μm for b, c, and d

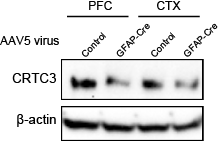

**Supplementary Figure 12:** Immunoblot assay showing the downregulation of CRTC3 in the prefrontal cortex PFC and cortex (CTX) region after administration of GFAP-Cre virus into CRTC3 fl/fl mice.

**
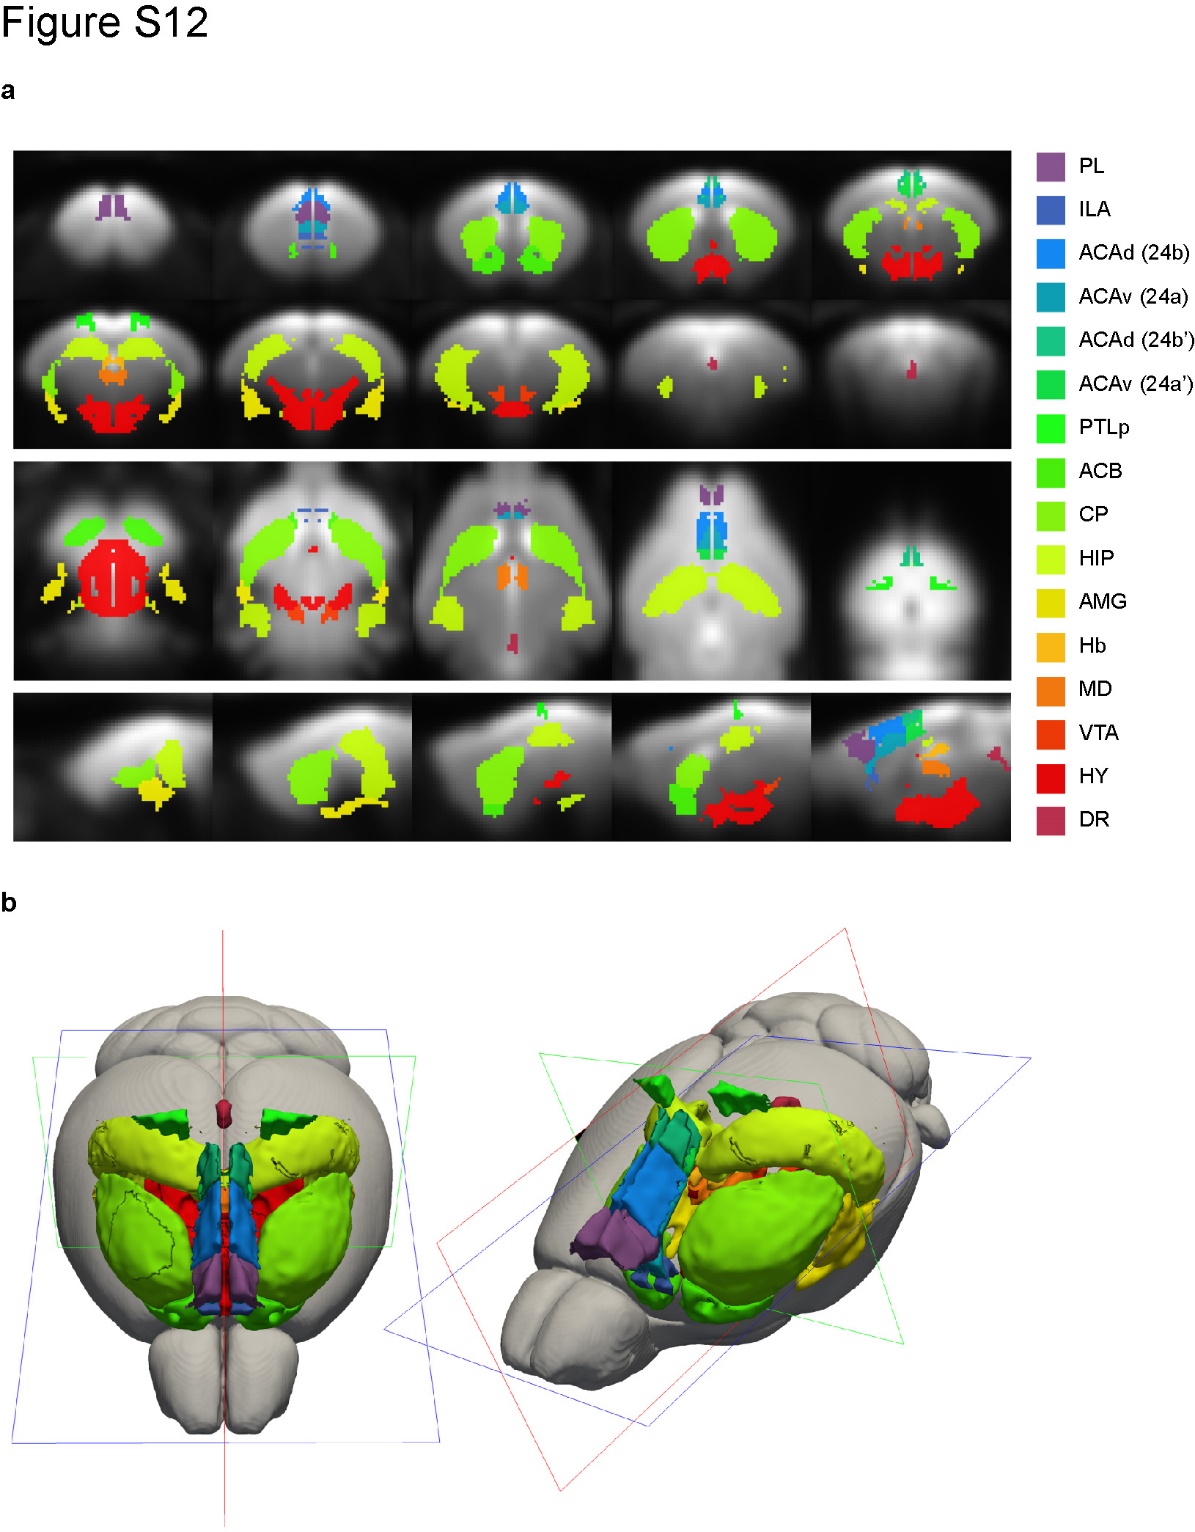
**

**Supplementary Figure 13:** Regions-of-interest (ROIs) definitions of mouse social dominance-related brain areas.

**a,** Spatial maps of 31 ROIs are displayed in different colors overlaid on averaged EPI data. **b,** 3D-reconstructed maps of ROIs are represented.

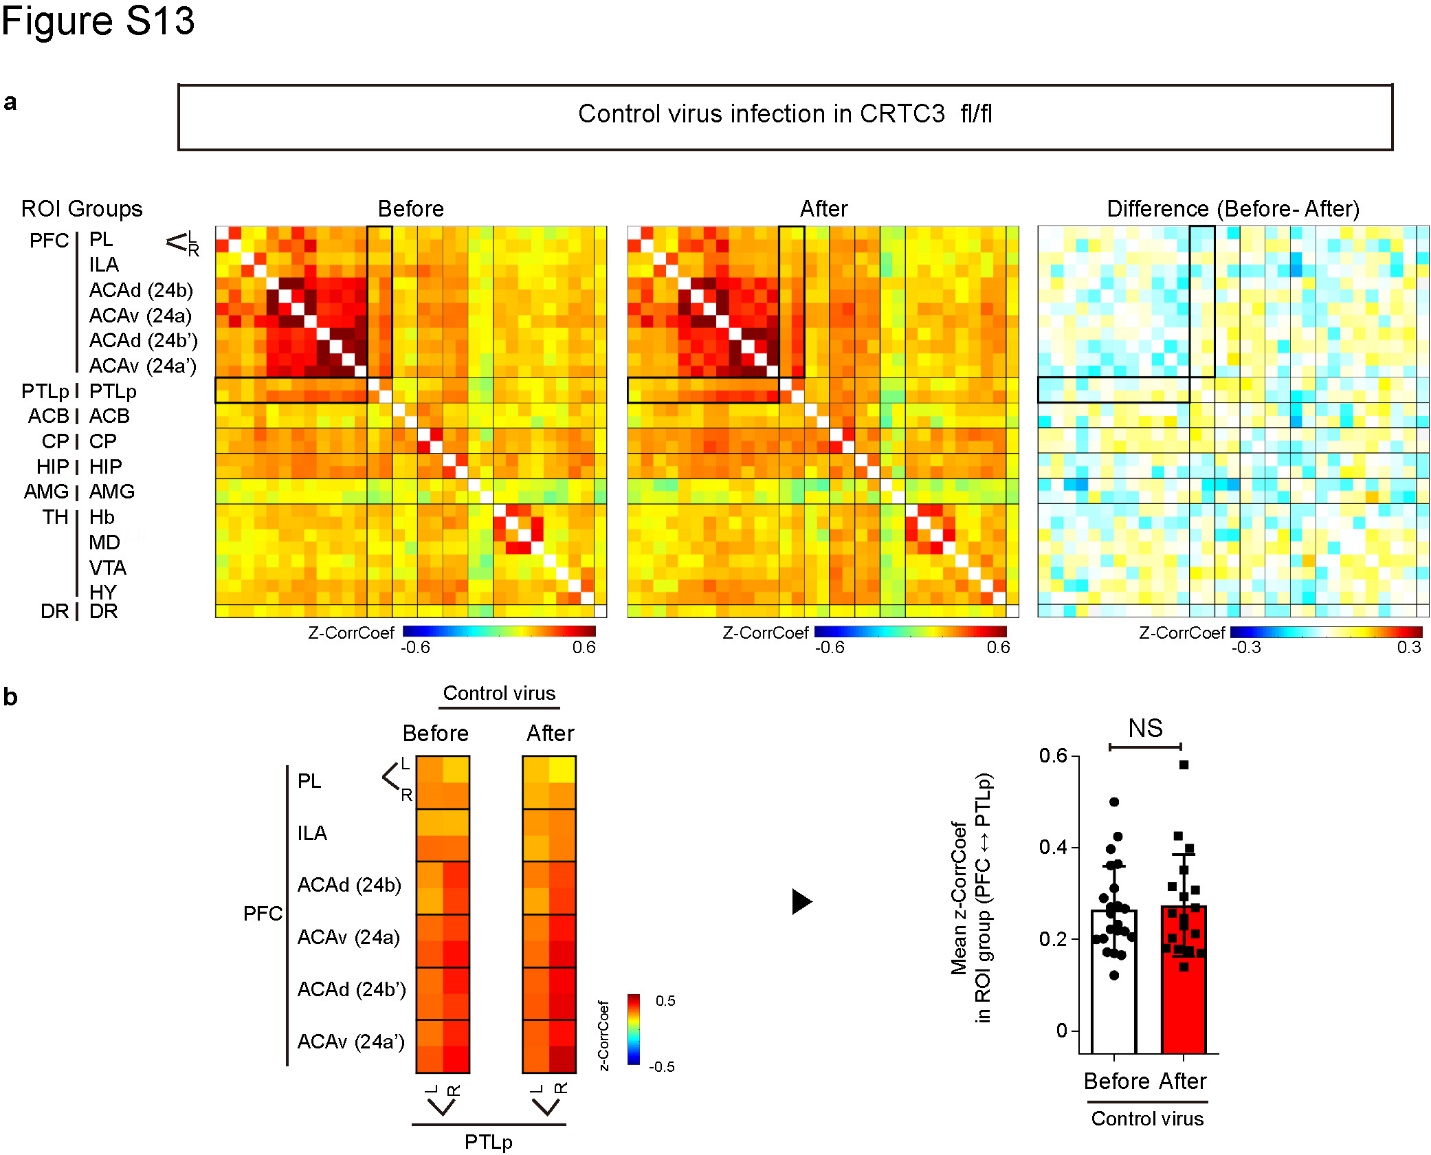

**Supplementary Figure 14:** Resting-state correlation matrix for all pairs of seed ROIs related to the social dominance behavior in control AAV-infected CRTC3 fl/fl mice mice.

**a,** The resting-state functional connectivity matrices of social dominance-related brain ROIs from control adeno-associated virus (AAV) in pre-injection states (left) and in post-injection states (middle) are represented. The mean difference map is represented (right). **b,** Compared with the post-injection state, Control AAV-infected CRTC3 fl/fl mice also show no significant difference for the mean z-CorrCoef across all focused matrices between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex (PTLp). L: left and, R: right hemispheres. before (n = 22), after (n = 18), Unpaired t-test, p = ns. Error bars, SEM.

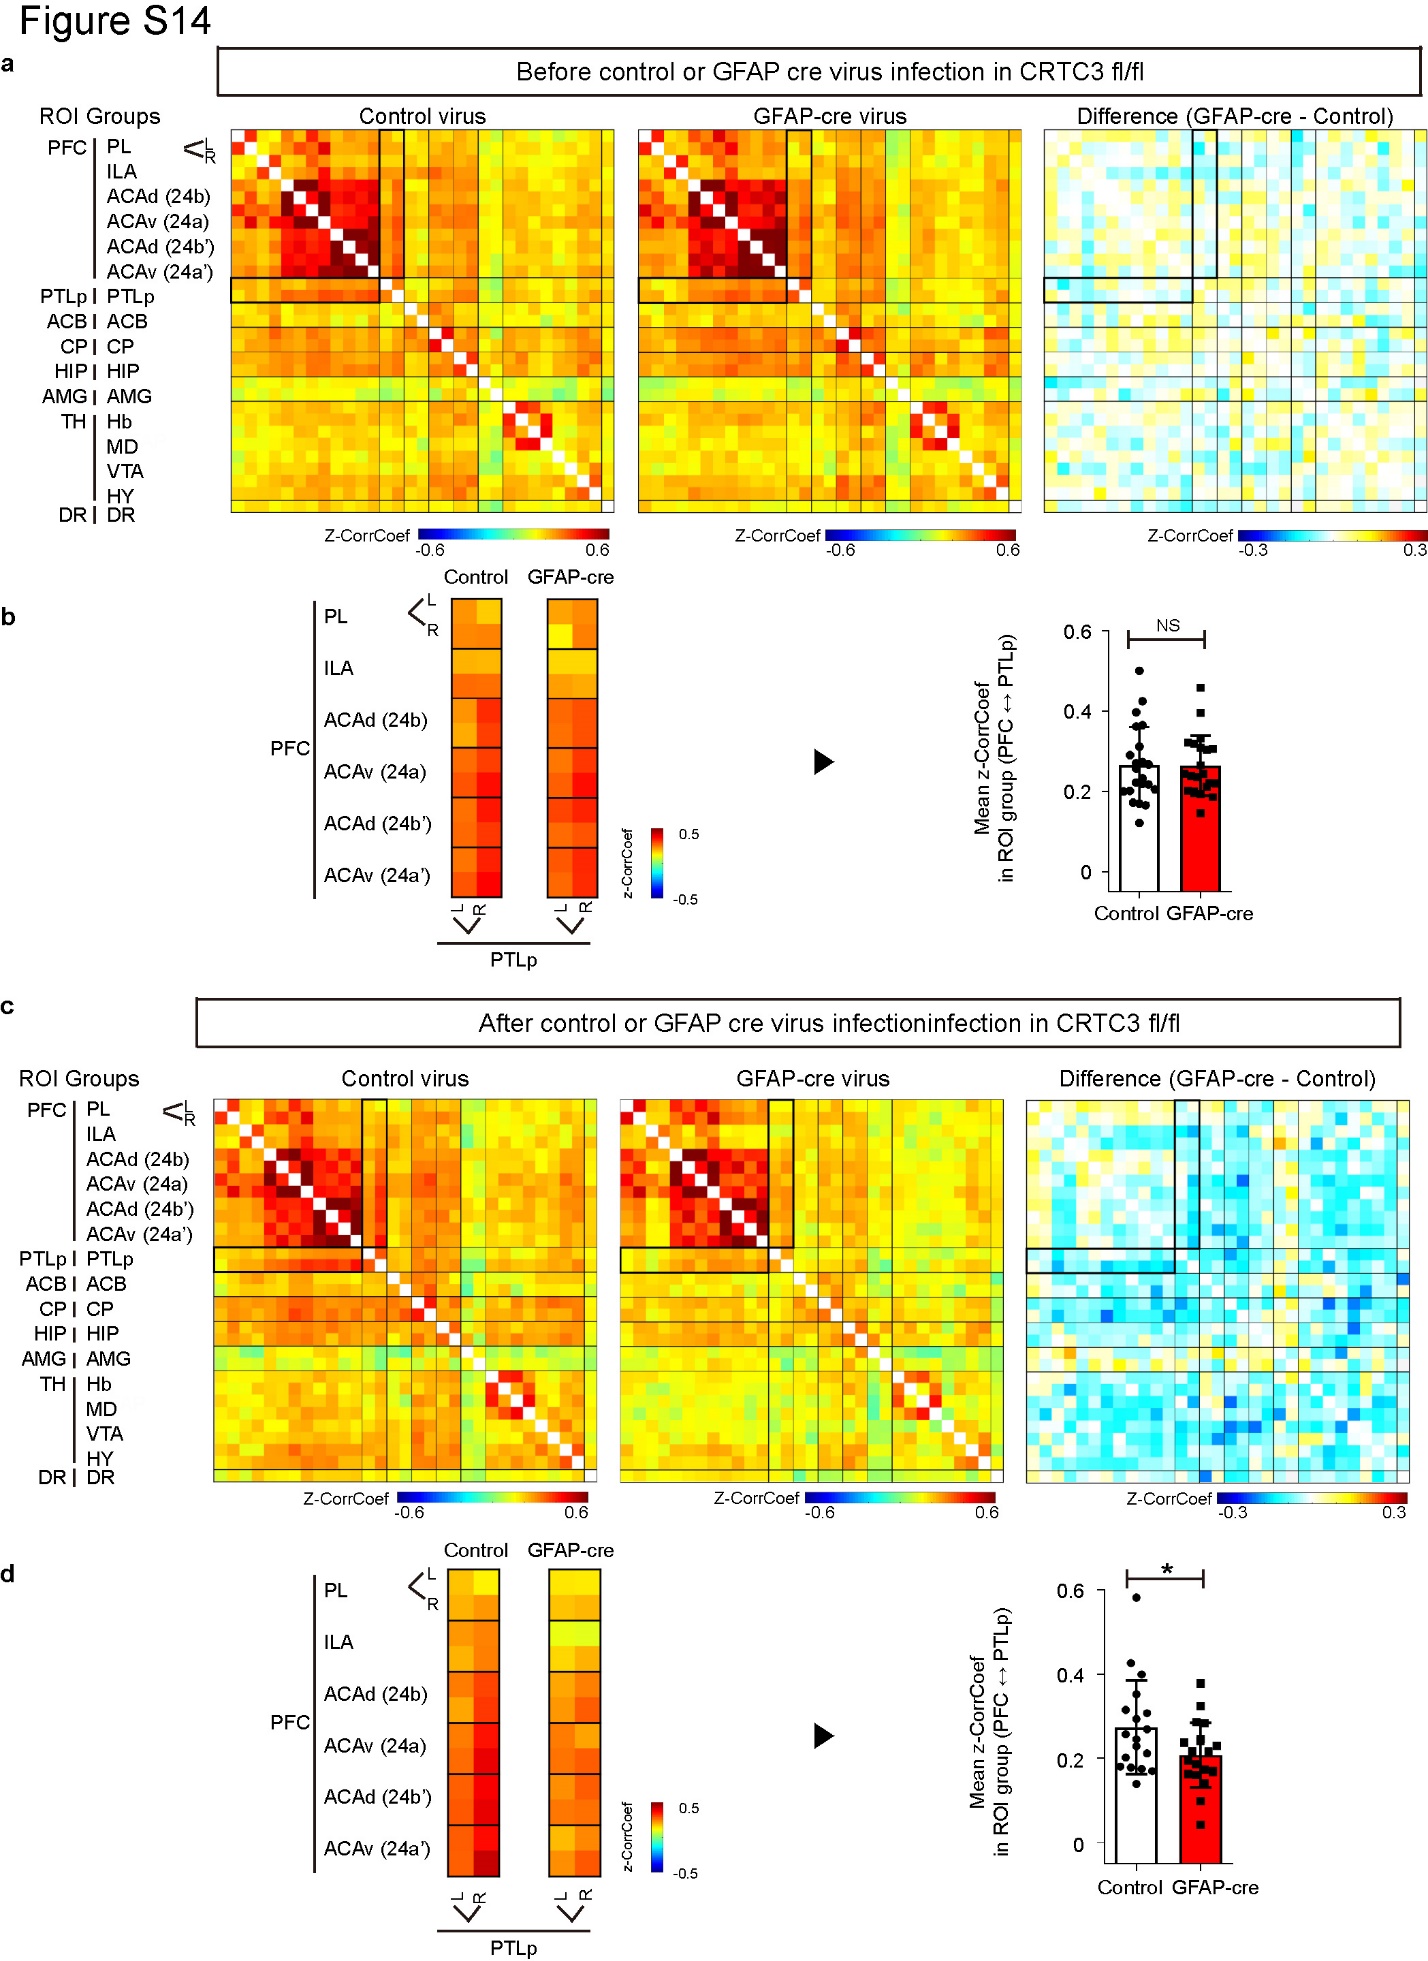

**Supplementary Figure 15:** Resting-state correlation matrix for all pairs of seed ROIs related to the social dominance behavior in astrocyte-specific CRTC3-knockout (GFAP-Cre) mice.

**a,** The resting-state functional connectivity matrices of social dominance-related brain ROIs from control (left) and GFAP-Cre adeno-associated virus (GFAP-Cre, middle) pre-injection states are represented. The mean difference map is represented (right). **b,** Compared with the control AAV injection, GFAP AAV-infected CRTC3 fl/fl mice also show no significant difference for the mean z-CorrCoef across all focused matrices between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex (PTLp). L: left and, R: right hemispheres. Control (n = 22), GFAP-cre (n = 21). **c,** The resting-state functional connectivity matrices of social dominance-related brain ROIs from control (left) and GFAP-Cre (middle) post-injection states are represented. The mean difference map is represented (right). **d,** Compared with the control, GFAP-Cre AAV-infected CRTC3 fl/fl mice show significantly decreased mean z-CorrCoef across all focused matrices between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex (PTLp). control (n = 18), GFAP-Cre (n = 20), Unpaired t-test, p = ns. *p < 0.05. Error bars, SEM.

**
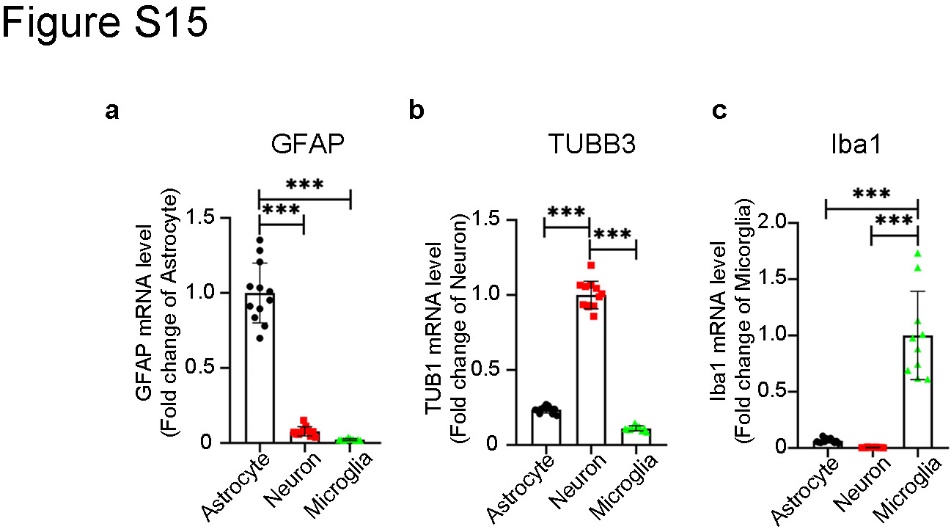
**

**Supplementary Figure 16: Relative cell marker mRNA expression in primary cell cultures. a,** *GFAP* marker for astrocytes. **b,** *TUBB3* (βIII-tubulin) maker for neurons. **c,** *Iba1* marker for microglia. Astrocytes (n = 12), neurons (n = 12), microglia (n = 10), Unpaired t-test. ***p < 0.001. Error bars, SEM.

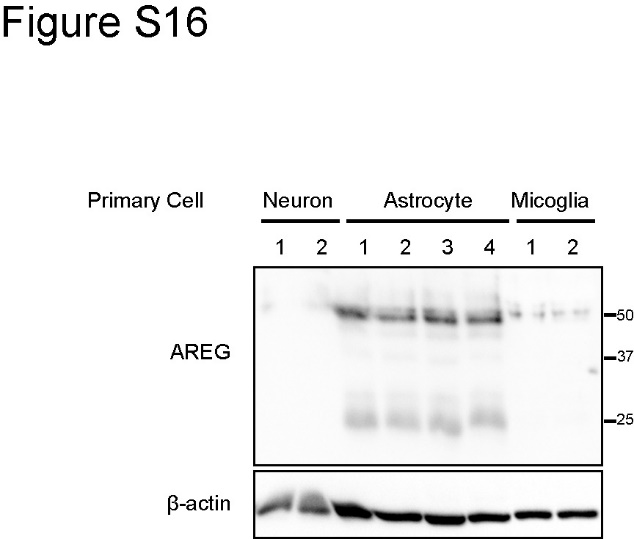

**Supplementary Figure 17:** Immunoblot assay showing the specific expression of amphiregulin in astrocytes.

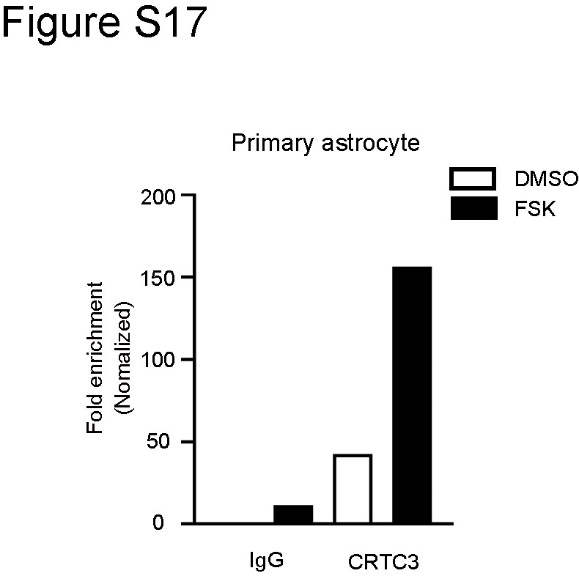

**Supplementary Figure 18:** Chromatin immunoprecipitation (ChIP) assay showing occupancy of CRTC3 over the AREG promoter in primary mouse astrocytes exposed to forskolin (FSK) as indicated. Data are presented as the mean ± SEM and statistical significance was determined by an unpaired Student's t-test using GraphPad Prism 5 software.

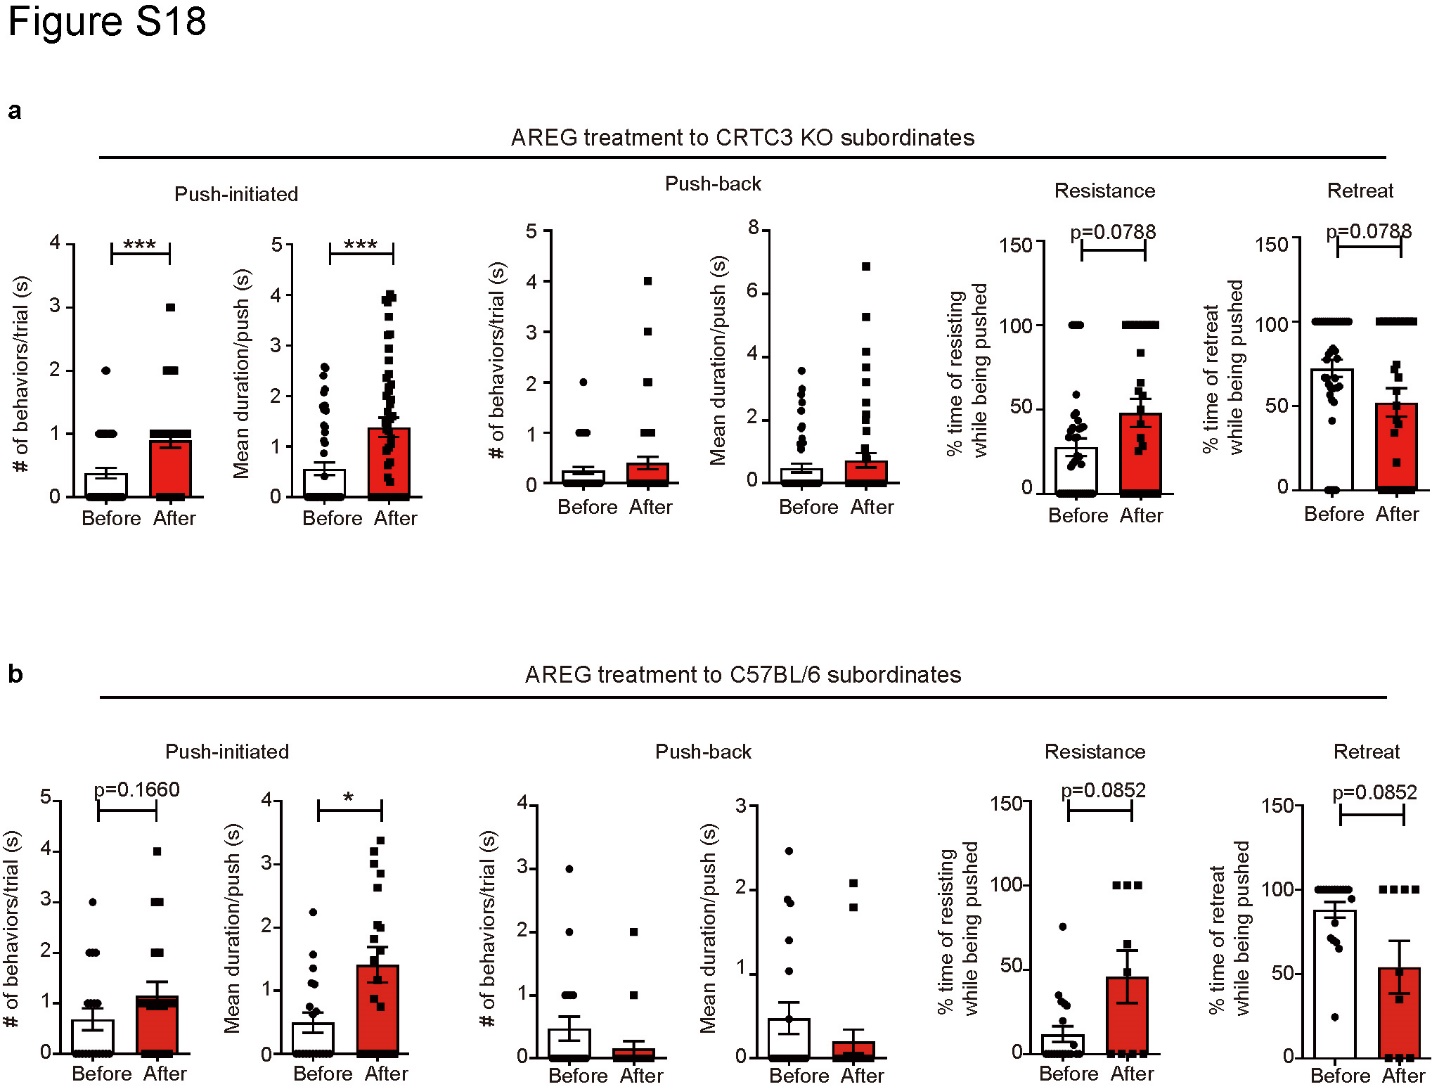

**Supplementary Figure 19**: AREG treatment of subordinates increases push-initiation and resistance.

**a,** Changes in behavioral displays in CRTC3 KO subordinates treated with AREG in the tube dominance test. Push-initiated, Push-back; Before (n = 47), after (n = 47), Resistance, Retreat; Before (n = 40), after (n = 26). **b,** Changes in behavioral displays in C57BL/6 subordinates treated with AREG in the tube dominance test. Push-initiated, Push-back; Before (n = 19), after (n = 19), Mann-Whitney test, ***p < 0.0001, p = ns, Error bars, SEM.

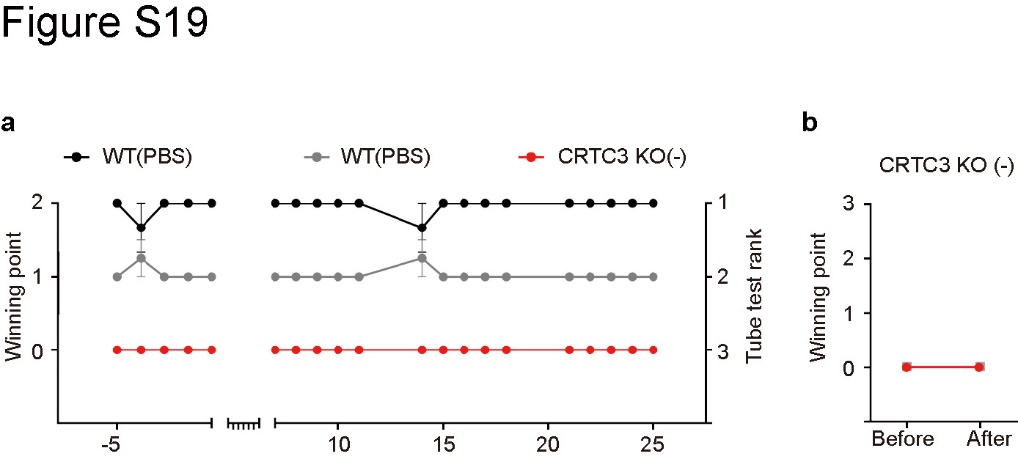

**Supplementary Figure 20:** No change in the tube rank in cages with vehicle-treated CRTC3 KO mice.

**a,** Summary changes of the tube dominance test in vehicle-treated CRTC3 KO mice. **b,** The average number of winning points scored (red) before and after AREG infusion in CRTC3 KO mice.

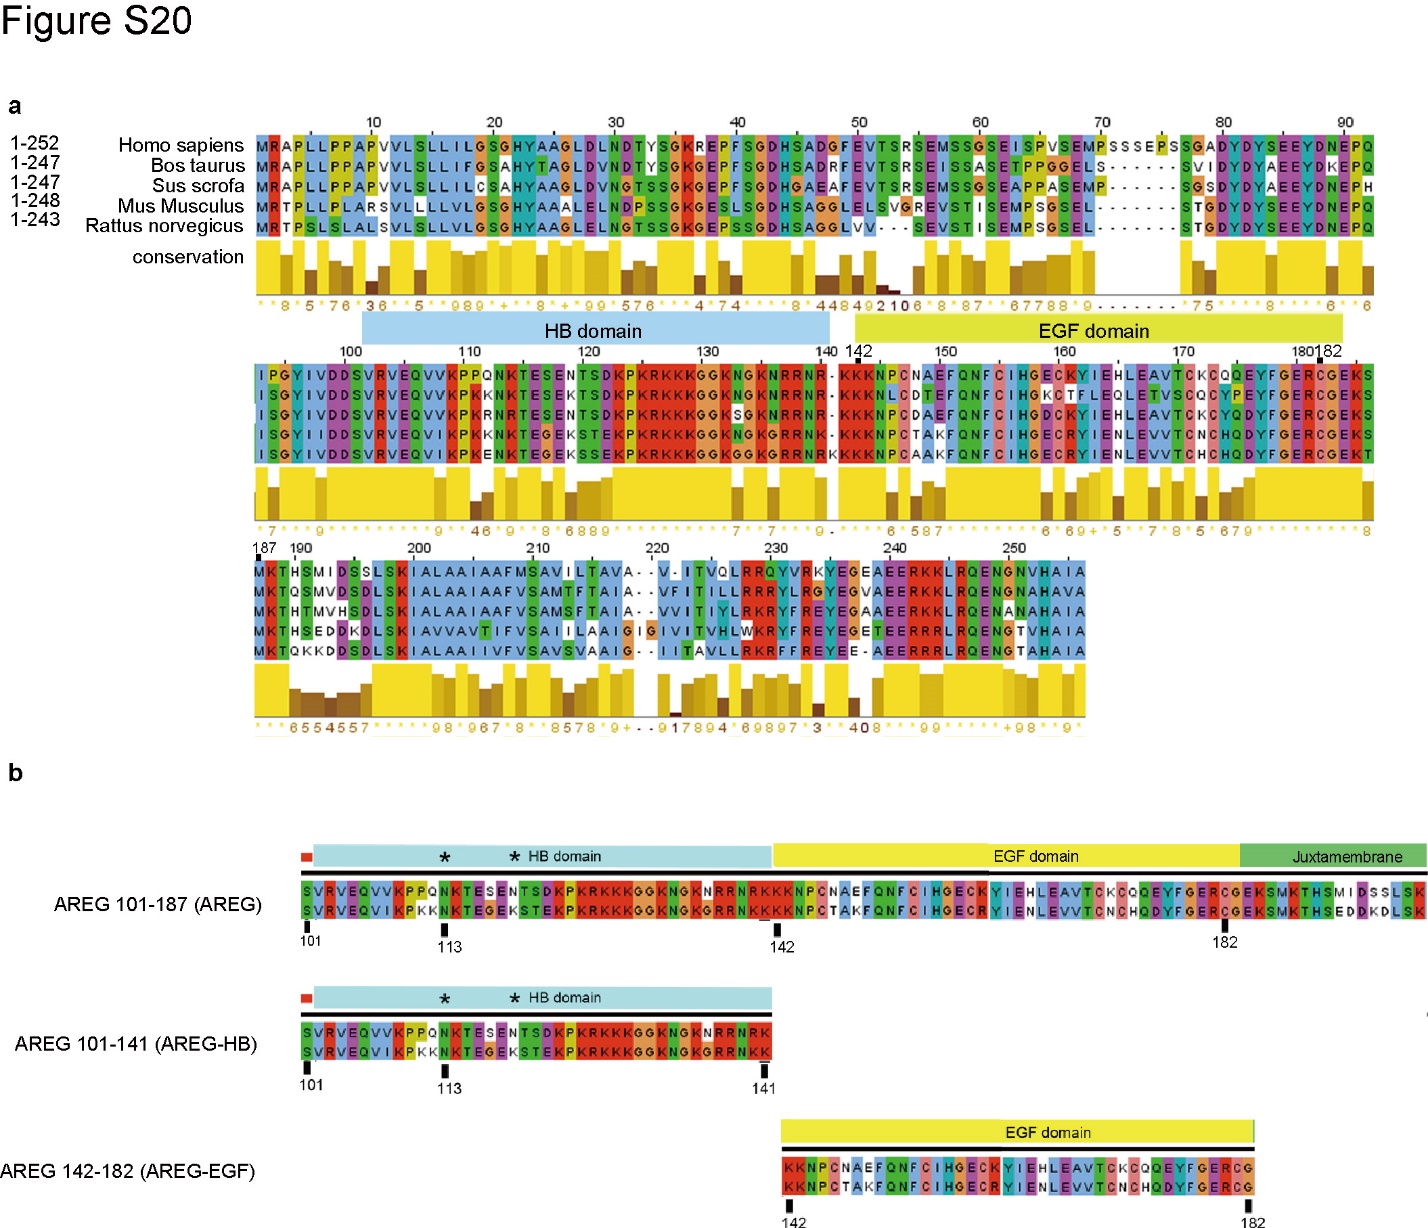

**Supplementary Figure 21:** Epidermal growth factor (EGF) and heparin-binding (HB) domains of AREG are conserved among several species.

**a,** Alignment of the AREG protein sequence among various species, *Homo sapiens* (human), *Bos Taurus* (cattle), *Sus* *scrofa* (common wild pig), *Mus musculus* (mouse), *Rattus norvegicus* (rat). **b,** Selected sequence that was synthesized as AREG-HB and AREG-EGF domain peptides.

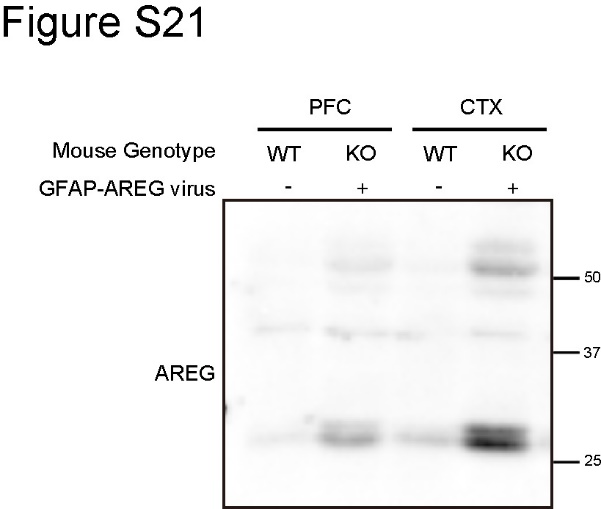

**Supplementary Figure 22:** Immunoblot assay showing the overexpression of amphiregulin in astrocyte cells after administration of GFAP-AREG virus to CRTC3 KO mice.

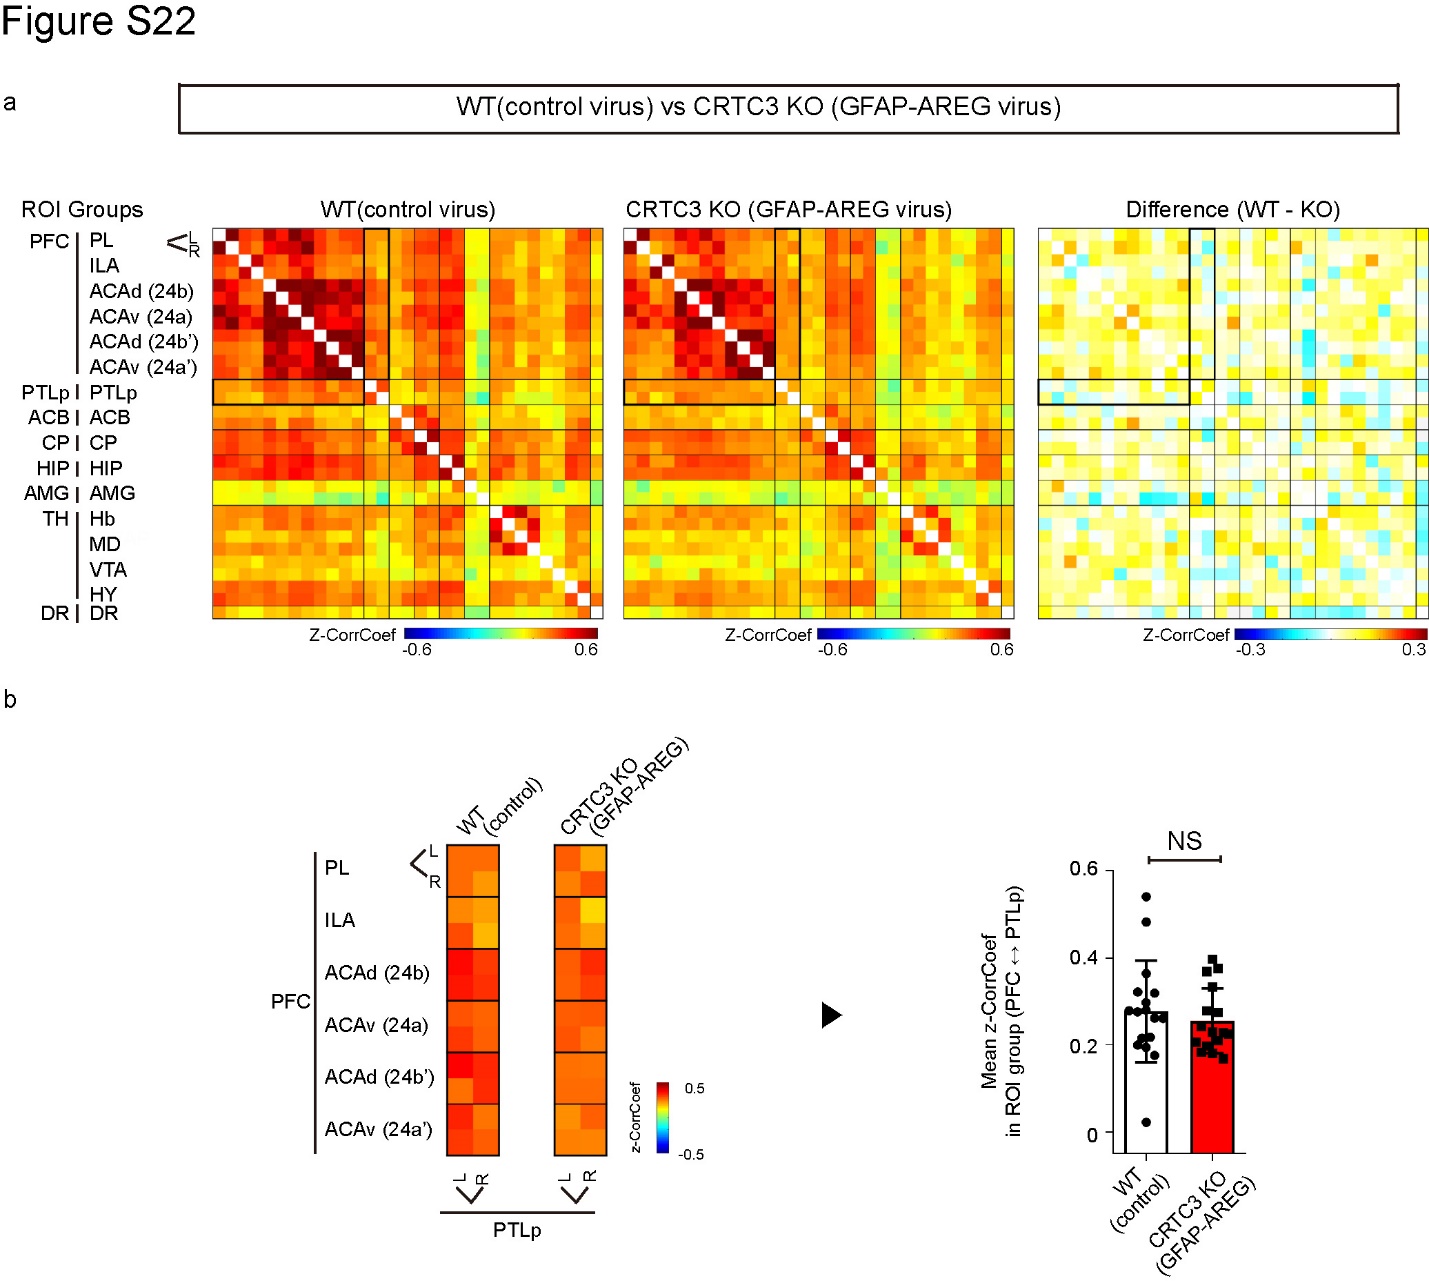

**Supplementary Figure 23:** Resting-state correlation matrix for all pairs of seed ROIs related to the social dominance behavior in the astrocytic expression of AREG virus-injected WT and CRTC3 KO mice.

**a,** The resting-state functional connectivity matrices of social dominance-related brain ROIs from GFAP-AREG virus-injected WT (left) and CRTC3 KO (middle) mice are represented. The mean difference map is represented (right). **b,** Compared with WT, GFAP-AREG virus-infected CRTC3 KO mice show no significant difference for the mean z-CorrCoef between the ROI groups of the prefrontal cortex (PFC) and posterior parietal cortex. L: left and, R: right hemispheres, WT (n = 17), KO (n = 16), Unpaired t-test, p = ns, Error bars, SEM.

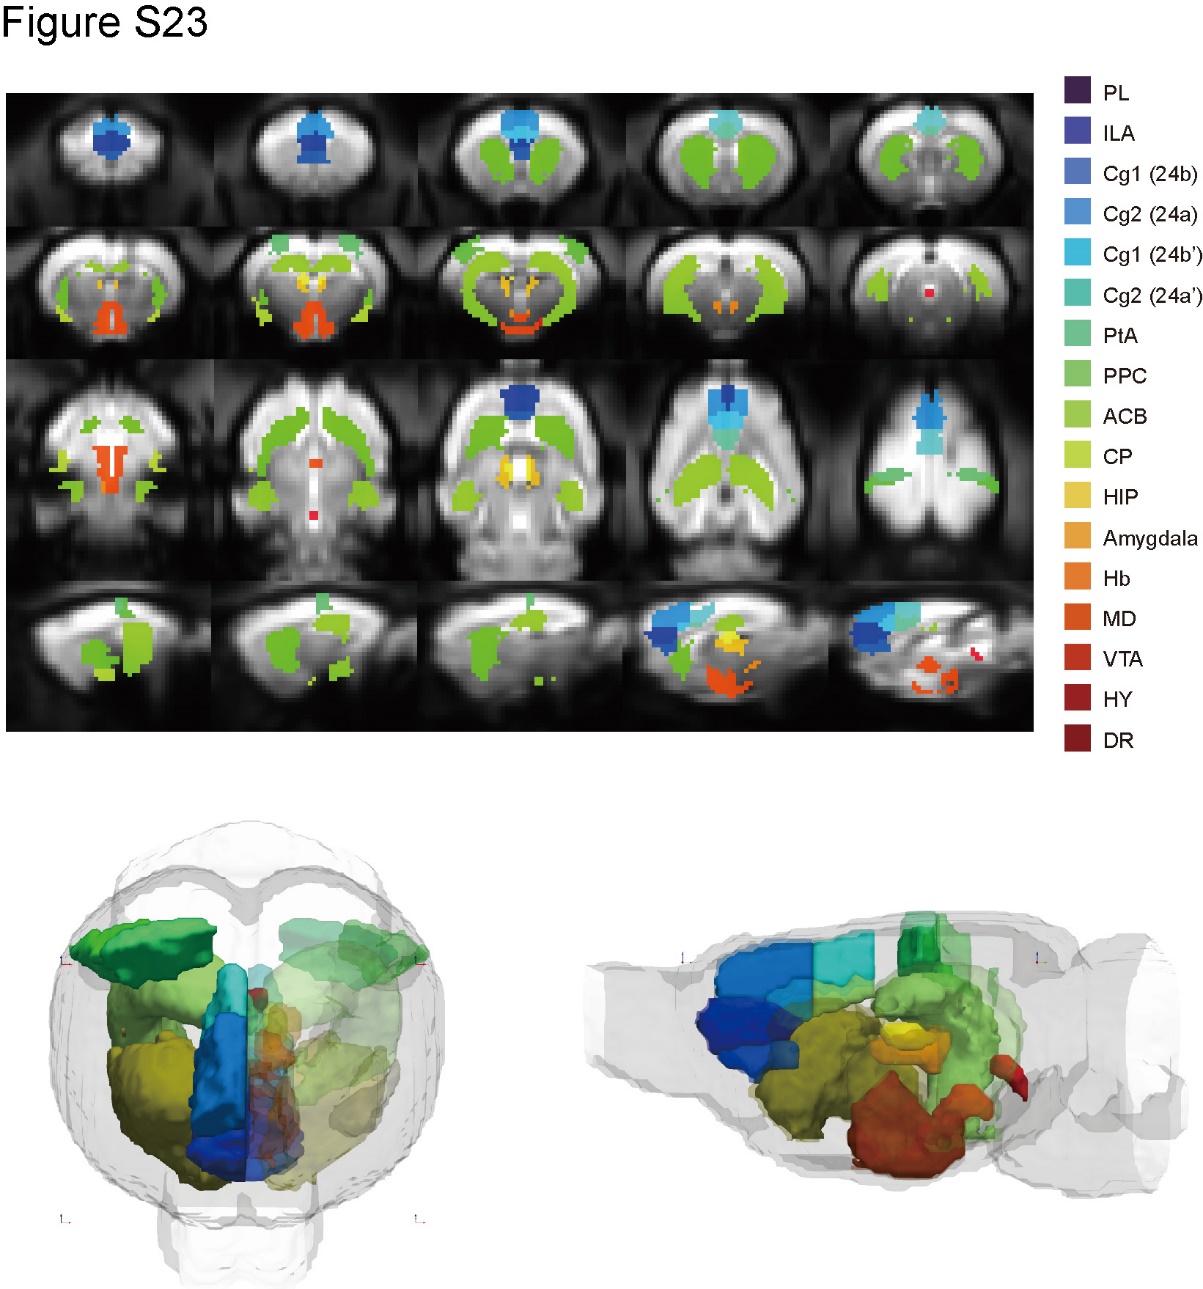

**Supplementary Figure 24:** Regions-of-interest (ROIs) definitions in rodent social dominance-related brain areas. Spatial maps of 33 ROIs shown in different colours are overlaid on averaged EPI data (top panel). Representations of 3D-reconstructed maps of the ROIs (bottom panel).

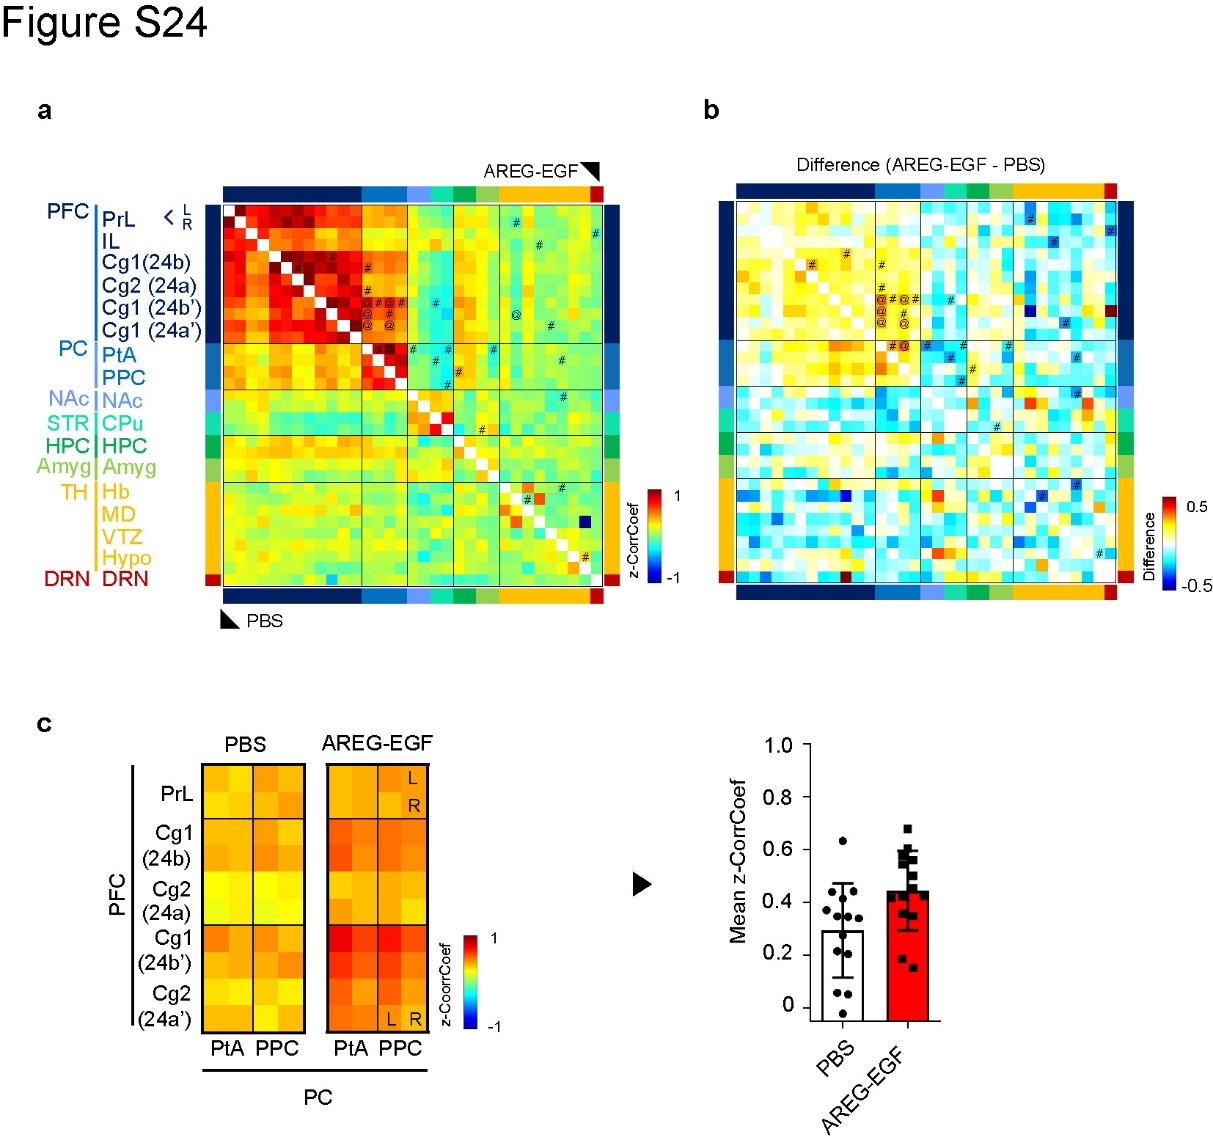

**Supplementary Figure 25:** AREG-EGF treatment upregulates resting-state functional connectivity (rsFC) between the prefrontal cortex (PFC) and the parietal cortex (PC) in rat**.**

**a,** The rsFC matrices of social dominance-related brain ROIs from PBS (left-below) and AREG-EGF (right-upper) groups are shown. **b,** Group difference map (AREG-EGF minus PBS). Student’s t-test, #p<0.05 and @p<0.01. **c,** AREG-EGF treatment increased the mean z-CorrCoef scores across all focused matrices compared with PBS. (see table S1), Student’s t-test, *p<0.05. L: left hemisphere, R: right hemisphere.

**Supplementary Tables**

**Supplementary Table. S1**

Regions-of-interest (ROIs) definitions of mouse social dominance-related brain areas

Region-of-interests (ROI) : ROI groups (*) and ROIs (**)

| PFC, Prefrontal cortex * | L/R (mouse, rat) |
| --- | --- |
| PL, Prelimbic area ** | L/R (mouse, rat) |
| ILA, Infralimbic area ** | L/R (mouse, rat) |
| ACAd(24b), Anterior cingulate area, dorsal anterior part ** | L/R (mouse) |
| ACAv(24a), Anterior cingulate area, ventral anterior part ** | L/R (mouse) |
| ACAd(24b’), Anterior cingulate area, dorsal posterior part ** | L/R (mouse) |
| ACAv(24a’), Anterior cingulate area, ventral posterior part ** | L/R (mouse) |
| Cg1(24b), Primary cingulate cortex anterior part ** | L/R (rat) |
| Cg2(24a), Secondary cingulate cortex anterior part ** | L/R (rat) |
| Cg1(24b’), Primary cingulate cortex posterior part ** | L/R (rat) |
| Cg2(25a’), Secondary cingulate cortex posterior part ** | L/R (rat) |
| PTLp, Posterior parietal association areas *,** | L/R (mouse) |
| PC, parietal cortex * | L/R (rat) |
| PtA, Parietal associative cortex ** | L/R (rat) |
| PPC, Posterior parietal cortex ** | L/R (rat) |
| ACB, Nucleus accumbens *,** | L/R (mouse, rat) |
| CP, Caudoputamen *,** | L/R (mouse, rat) |
| HIP, Hippocampal region *,** | L/R (mouse, rat) |
| AMG, Amygdala nucleus (LA+BLA+BMA+PA) *,** | L/R (mouse, rat) |
| TH, Thalamus * | L/R (mouse, rat) |
| Hb, Habenula (MH+LH) ** | L/R (mouse, rat) |
| MD, Mediodorsal nucleus of thalamus ** | L/R (mouse, rat) |
| VTA, Ventral tegmental area ** | L/R (mouse, rat) |
| HY, Hypothalamus ** | L/R (mouse, rat) |
| DR, Dorsal nucleus raphe *,** | Inter (mouse), L/R (rat) |

**Supplementary Table. S2.**

Supplementary Videos. S1–S3 are available on line.

**Supplementary Video. S1:** Tube dominance test between control WT and CRTC3 KO mice

**Supplementary Video. S2**: Tube dominance test between control and astrocyte-specific CRTC3 KO mice

**Supplementary Video. S3**: Tube dominance test between amphiregulin infused WT and CRTC3 KO mice.

How the deposited data were processed for this re-analysis (not part of the article)

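The re-analysis covers the microarray profile of primary astrocytes: WT and CRTC3 KO cultures, each with vehicle (0.1% DMSO) or with 2 h of 25 µM FSK, with 1 array per condition and 4 arrays in all. Conditions were taken from the sample labels and checked against the paper, and all 4 columns of the deposited table matched a sample.

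The authors hybridized labeled sense cDNA to Affymetrix GeneChip mouse 2.0 ST arrays, extracted the raw data with the Affymetrix software, and summarized and normalized them by RMA in Affymetrix Expression Console. RMA corrects the background, makes the distributions of the arrays equal and combines the probes of a probe set by median polish. The authors deposited gene-level log2 values, between about 1.42 and 13.1, and these were used as they are. The version of Expression Console, the genome build of the annotation and any filter on probes are not given in the sources used here. RMA compresses differences at low signal, and no detection call was used here, so a dim gene was judged only by its signal. The number of arrays limits the precision: there is no replicate within a condition.

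Of the 41345 probe sets, 23521 have 1 gene symbol in the table of probes and genes, 1814 have several and 16010 have none. Probe sets with several symbols named no gene. The gene identifiers of 23328 of the 23521 probe sets were found in the RefSeq gene table of GRCm38.p6, 193 were not, and no symbol changed through them. Of the 22180 genes, 1082 have several probe sets and are represented by the one with the highest mean over the 4 arrays. The median over all gene probe sets was 5.81, and 11993 genes reached it on at least 1 array, while 10187 did not. Among the 16010 unnamed probe sets, 173 were at least 2-fold higher and 258 at least 2-fold lower with FSK in WT, against 275 and 115 in CRTC3 KO, and 185 were at least 2-fold higher and 163 at least 2-fold lower in CRTC3 KO than in WT with vehicle. In Fig. 3a, 3 labelled genes lie only on probe sets of several genes. These 3 genes and *Areg* are not analysed here.

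The following quantities were computed for each gene as differences of log2 values: the FSK response in WT, the FSK response in CRTC3 KO, the WT response minus the CRTC3 KO response, and the CRTC3 KO minus WT difference with vehicle. The responses of WT and CRTC3 KO share no array, whereas the vehicle difference shares an array with each of them. The comparison between the FSK arrays was used beside them. As in the paper's methods, genes were compared by fold-change. Those methods also mention statistical tests in R without naming one for the arrays; no test was made here and no p-value is given. Genes were counted at 2-fold. The paper's text gives no fold threshold for a high or a lower or missing response, so genes with a response in WT and not in CRTC3 KO were taken as those with a fold-change of at least 2 in WT and under 1.5 in CRTC3 KO, and the same selection was made with the genotypes exchanged. The 2-fold limit was set with Fig. 3a in view, where the lightest WT cell is near 2-fold.

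Before the data were examined, 26 gene lists were fixed: cAMP-CREB target genes, the CRTC and CREB family, the EGF family, cytokines and chemokines, NF-kB feedback genes, interferon-stimulated genes, neuropeptides and peptide hormones, G protein signaling regulators, haemostasis and fibrinolysis, glial proliferation and growth factors, cell cycle, SRF and YAP target genes, astrocyte metabolism and glycogen, extracellular matrix and hyaluronan, reactive astrocyte genes, markers of astrocytes, neurons, microglia and macrophages, oligodendrocytes and precursors, fibroblasts and mural cells, endothelial cells and ependymal cells, sensory receptors, histone genes, sex-linked genes and housekeeping genes. The median of each list with at least 5 measured genes was placed among 10000 random lists of the same size matched on mean expression in 20 bins. This percentile describes these 4 arrays and is not a test across cultures. The genes of Fig. 3a were read from the picture and were described but not tested as a list. The colours of Fig. 3a, which come from the same 4 arrays, had been seen before the data were examined. Lists that hold genes of Fig. 3a were thus not blind to these results. The genes named in the text are those of Fig. 3a, those the paper names, the 10 at each end of each of the 4 quantities among genes that reached the median signal, and members of the lists with a log2 difference of at least 1. Further members of the lists and genes of short selections are named as examples and were chosen after their values were seen.

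The alternatives were quantile normalization over the gene probe sets, centring of each array on its median, a floor at the median of gene probe sets, a filter on dim genes, the mean of a gene's probe sets, fold thresholds of 1.5 and 3, and other limits for the response in the other genotype. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data for 22180 genes with a noise SD of 0.15 on the log2 scale. In the simulated WT response, 100 genes changed 2-fold had a median log2 difference of 1.01 and 100 genes changed 4-fold of 1.99. The selection of genes responding in WT and not in CRTC3 KO found 52% of the former and 100% of the latter and chose 0 of the 21980 unchanged genes. Of 200 unchanged lists, 3.5% lay outside the middle 95% of their random lists. The simulated noise was independent between genes and equal at every signal level. It held neither larger noise of dim genes nor shifts that genes on an array share. These shares thus check the steps and do not measure how many genes or lists are wrongly chosen in the data.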

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

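The tests of explanations in this part were all chosen after the results they bear on had been seen.

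The 12 brighter genes with a response in WT and not in CRTC3 KO stand against 0 genes in the exchanged selection and the 11 dimmer ones against 4, but noise of single arrays stays open for both, because genes on an array are not replicates and a deviating array moves many of them the same way (6 of the 12 reached the median signal only on the WT FSK array, and the 1405 sensory receptor genes, nearly all dim, had a median response of 0.06 in WT, percentile 99.5, and of -0.05 in CRTC3 KO, percentile 0.03). Of the 11 dimmer genes, 11 were higher in CRTC3 KO than in WT with vehicle while all 4 exchanged genes were lower, so low values on the vehicle array of the responding genotype are a candidate explanation, although the selection itself favours such values. Fewer fibroblast-like cells in the CRTC3 KO culture may also contribute to the brighter genes. Over the 16 brighter genes at least 2-fold higher with FSK in WT, the median ratio of the increase in linear signal with FSK, CRTC3 KO over WT, was 0.0773 (interquartile range 0.0383 to 0.139), and of the 106 genes lower in CRTC3 KO with vehicle only *Xist*, which marks the sex of the pups, and *Postn* (0.0570) had a lower vehicle ratio, against 0.316, 0.209 and 0.232 for *Col1a1*, *Col1a2* and *Col3a1*. Choosing genes by their WT response favours a low ratio, and a ratio of increases is not the same measure as a ratio of vehicle signals. With 1 culture per genotype, fewer fibroblast-like cells cannot be told apart from the loss of CRTC3, which stays open as the biological explanation.

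Fibroblast and mural cell markers were lower in CRTC3 KO than in WT with vehicle (median -0.67). Between the FSK arrays the median was -0.41 (percentile 0.01 among random lists), and *Col1a1*, *Col1a2* and *Col3a1* differed by -1.98, -2.39 and -2.07, which argues against a single deviating array, although the median only just meets the bound of -0.4 that was set for it. Fewer fibroblast-like cells in the CRTC3 KO culture are a candidate explanation, since the astrocyte markers moved the opposite way (median 0.36). It stays open, because *Ogn*, at a log2 signal of 10.0 in WT, differed by 0.05, and 1 culture per genotype cannot tell cell composition apart from an effect of CRTC3 on these genes. The markers of other cell types do not decide it. Those of microglia and macrophages rose (median 0.14). Of the neuron, oligodendrocyte, endothelial and ependymal markers, only 7 of 14, 6 of 12, 4 of 10 and 4 of 8 reached the median signal. All 8 ependymal markers were higher in CRTC3 KO (median 0.10, percentile 88.2). The medians were below 0 for the neuron (-0.05), oligodendrocyte (-0.07) and endothelial markers (-0.11). Over the 6 brighter oligodendrocyte and precursor markers the median was -0.26. With so many dim genes, these lists are a weak measure of a rise or a fall. The paper states that the meninges, a source of fibroblasts, were removed for its neuron cultures and that glial cells were isolated in a similar way.

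*Xist* was lower in CRTC3 KO than in WT by a log2 difference of -4.73. The Y-linked genes *Kdm5d*, *Uty* and *Eif2s3y* were expressed in both genotypes and higher in CRTC3 KO with vehicle (median difference 0.44), which is consistent with female pups in the WT culture only. *Crtc3* differed by -2.65 between the FSK arrays, in the same arrays that had low *Xist*, which argues against mislabelled arrays. The sex of the pups may thus differ between the genotypes, and it stays open as a source of other differences between them.

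Most of the remaining results stand out because they lie outside the genes the paper discusses, while cAMP responses and glial proliferation are among its topics. Each list median below is past the lowest or highest 0.5% of matched random lists. About 1 of the 100 list medians would be so by chance if genes varied independently. Genes on an array can move together, so this number does not hold for these arrays. The sensory receptors, nearly all dim, passed with their FSK response in CRTC3 KO (percentile 0.03) and with the difference between the responses (percentile 99.97). With vehicle, 106 genes were at least 2-fold lower and 26 at least 2-fold higher in CRTC3 KO than in WT. The interferon-stimulated genes had a median vehicle difference of 0.69. The cell cycle genes had a median of -0.26 with vehicle and a median FSK response of -0.28 in CRTC3 KO. The SRF and YAP target genes had medians of -0.27 and -0.11 in the same comparisons. In CRTC3 KO, the median FSK response was 0.17 for the cAMP-CREB target genes, -0.11 for glial proliferation and growth factors and 0.18 for the endothelial markers. Only 4 of the 10 endothelial markers reached the median signal, and with values below it raised to it their median was 0. *Gm4963* and *Mir3473c* stand out because they moved in opposite directions in the genotypes, with a WT response minus CRTC3 KO response of -1.73 and 1.66, and this difference was not tested.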

How the results depend on the processing

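Quantile normalization, median centring and the mean of a gene's probe sets left each of 13 counts and other main results within 1.5-fold or the tolerance set for it. These 3 alternatives could change little. RMA had already made the distributions of the arrays equal, and only 1082 of the 22180 genes have several probe sets. Over the alternatives, 507 list medians stayed within 0.1 and 16 moved by more. Of 27 changes of sign, 26 were of medians within the middle 95% of matched random lists and 1 was of a median outside it: the sensory receptors' WT response, 0.06, was -0.0045 with only genes that reached the median signal. With the floor described below, the medians of the neuropeptide genes (WT response 0.23, vehicle difference -0.16), of the matrix genes with vehicle (-0.14) and of the endothelial markers' FSK response in CRTC3 KO (0.18) became 0, and that of the interferon-stimulated genes with vehicle went from 0.69 to 0.53. Of the values of single genes, 2087 stayed within 1.2-fold and 281 moved by more, 275 of them with the floor. The floor and the filter act on dim genes by construction; for other changes the cause was not tested. Raising values below the median signal to it (floor) gave 12 genes up and 3 down with FSK in WT, 1 up and 1 down in CRTC3 KO, 15 higher in CRTC3 KO with vehicle, 10 responding in WT and not in CRTC3 KO, 0 in the exchanged selection and 10 genes of Fig. 3a (20 without the floor). It gave a correlation of the responses of 0.138 and differences of *Crtc3* of -1.94 with vehicle and -2.33 with FSK. Leaving out genes below the median gave 16 up and 4 down in WT, 2 up and 6 down in CRTC3 KO, 12 responding in WT and not in CRTC3 KO, 0 in the exchanged selection and a correlation of 0.138. At 1.5-fold there were 272 up and 168 down in WT, 114 up and 151 down in CRTC3 KO, 279 higher and 444 lower in CRTC3 KO with vehicle, 258 responding in WT and not in CRTC3 KO, and 100 exchanged. At 3-fold these were 8 and 1, 0 and 2, 5 and 29, 6, and 0. With a log2 difference between responses of at least 1 in place of the limit in the other genotype, the exchanged selection held 2 genes. Chosen after seeing the data, a limit to genes within 1.5-fold between genotypes with vehicle left 15 of the 23 genes, and leaving out receptor, histone, microRNA and Gm-numbered genes left 15 and 0 exchanged. The alternatives planned for *Areg* were not run, as it is not analysed here. No fit that pairs vehicle and FSK over the genotypes was made; with 1 array per condition it would take the difference between the genotypes' responses as its error.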

Differences from the paper's values

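The fold-change of *Foxq1* in WT astrocytes after FSK is about 2.0 in Fig. 3a, read by eye, in the paper and 0.836 here, from the probe set of *Foxq1* with the higher mean signal. None of the alternatives set before the data were examined closes this gap: it was 0.835 with quantile normalization, 0.842 with median centring, 1 with the floor and 1.30 with the mean of the probe sets. The other probe set of *Foxq1* gave 2.03 in WT and 0.923 in CRTC3 KO; it was looked at after the values had been seen, for *Foxq1* only.

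The heat map orders its genes by their fold-change in WT, and the 24 other genes analysed here were at least 2-fold higher in WT as well. This was largely fixed in advance, because the 2-fold limit was set with the lightest WT cell of the figure in view. For *Procr* and for *Il1b* in both genotypes, the values here lay within 1.5-fold of the colours of Fig. 3a.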

Other observations

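In this part, the correlation of the differences between genotypes and the single genes picked as examples were chosen after the values had been seen. With vehicle, interferon-stimulated genes were higher in CRTC3 KO than in WT astrocytes in 17 of 18 cases, and the median was 0.80 between the FSK arrays. *Ifit1*, an RNA-binding antiviral gene, differed by 1.65 with vehicle, *Oasl2* by 1.32 and *Irf7*, a transcription factor of the interferon response, by 0.90. Of 17 microglia and macrophage markers, 12 were also higher in CRTC3 KO with vehicle (median 0.14, percentile 97.7), and so were the myeloid genes *Aoah* (1.35), *F13a1* (1.12) and *Ccl6* (1.08). FSK moved the interferon-stimulated genes little, with a median response of -0.08 in WT and -0.02 in CRTC3 KO. Of the acute phase and reactive genes, *Steap4* (2.06), *Lcn2* (1.19) and *Saa3* (1.17) were higher in CRTC3 KO with vehicle, whereas *Timp1* (-1.45) was lower, and the median over 27 reactive astrocyte genes was 0.04. Cell cycle genes were lower in CRTC3 KO with vehicle in 23 of 24 cases and lower with FSK than with vehicle in 24 of 24 cases in CRTC3 KO, against 16 of 24 in WT (median -0.02). The proliferation marker *Mki67* had an FSK response of -0.44 in CRTC3 KO and -0.18 in WT, and the mitotic kinase gene *Bub1* of -0.51 and -0.12. Between the FSK arrays, all 24 were lower in CRTC3 KO, with a median of -0.58. Of 24 SRF and YAP target genes, 18 were lower in CRTC3 KO with vehicle, among them the smooth muscle actin gene *Actg2* (-1.84), and 16 in WT and 21 in CRTC3 KO were lower with FSK. The fibroblast and mural cell markers were lower in the same comparison with vehicle in 9 of 12 cases (median -0.67).

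Among 16 genes of the EGF family, its receptors and sheddases, the median FSK response was -0.04 in WT and 0.01 in CRTC3 KO. Over the 9 of them that reached the median signal, the median in CRTC3 KO was -0.10. The epiregulin gene *Ereg* had a log2 signal of 8.93 in WT with vehicle, a response of 0.45 in WT and 0.04 in CRTC3 KO, and a vehicle difference of -1.35. *Hbegf*, which encodes heparin-binding EGF-like growth factor, was lower with FSK, with responses of -0.68 in WT and -0.33 in CRTC3 KO. The receptor gene *Egfr* differed by -0.41 with vehicle, and the sheddase gene *Adam17*, which the paper names, by -0.17. The largest falls with FSK in WT among genes that reached the median signal included *Serpinb2* (-1.49), the serotonin receptor gene *Htr1b* (-1.17) and *Txnip* (-0.96), and in CRTC3 KO the cholesterol 25-hydroxylase gene *Ch25h* (-1.70), whose response in WT was -0.27. The olfactory receptor gene *Olfr111* had responses of -1.53 in WT and -2.50 in CRTC3 KO, the only gene at least 2-fold lower with FSK in both. Matrix genes lower in CRTC3 KO with vehicle included *Has2* (-1.71), *Vcan* (-1.59) and *Thbs2* (-1.30), beside the tendon gene *Tnmd* (-2.87) and the growth factor gene *Fgf7* (-2.00). The fibroblast and mural cell markers had median FSK responses of 0.06 in WT and -0.06 in CRTC3 KO. The 1405 sensory receptor genes, nearly all dim, had a median response of 0.06 in WT and -0.05 in CRTC3 KO, and the 29 histone genes of 0.07 and 0.03. Over the 11 histone genes that reached the median signal, the median response in WT was -0.19.

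The genes near *Crtc3* are too few to tell whether they stand apart between the genotypes. With gene order taken from GRCm38.p6, 0 of 162 measured genes within 10 Mb of *Crtc3* differed at least 2-fold in the same direction with vehicle and with FSK (upper 95% exact binomial limit 2.25%), against 94 of 21831 genes elsewhere (0.431%). The difference between the genotypes with vehicle and that with FSK, which share no array, correlated across genes at r = 0.515, and at 0.735 over the genes that reached the median signal. With 1 culture per genotype, differences between the cultures enter both.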
